# Deciphering Genomic Alterations in Colorectal Cancer through Transcriptional Subtype-Based Network Analysis

**DOI:** 10.1371/journal.pone.0079282

**Published:** 2013-11-15

**Authors:** Jing Zhu, Jing Wang, Zhiao Shi, Jeffrey L. Franklin, Natasha G. Deane, Robert J. Coffey, R. Daniel Beauchamp, Bing Zhang

## Abstract

Both transcriptional subtype and signaling network analyses have proved useful in cancer genomics research. However, these two approaches are usually applied in isolation in existing studies. We reason that deciphering genomic alterations based on cancer transcriptional subtypes may help reveal subtype-specific driver networks and provide insights for the development of personalized therapeutic strategies. In this study, we defined transcriptional subtypes for colorectal cancer (CRC) and identified driver networks/pathways for each subtype. Applying consensus clustering to a patient cohort with 1173 samples identified three transcriptional subtypes, which were validated in an independent cohort with 485 samples. The three subtypes were characterized by different transcriptional programs related to normal adult colon, early colon embryonic development, and epithelial mesenchymal transition, respectively. They also showed statistically different clinical outcomes. For each subtype, we mapped somatic mutation and copy number variation data onto an integrated signaling network and identified subtype-specific driver networks using a random walk-based strategy. We found that genomic alterations in the Wnt signaling pathway were common among all three subtypes; however, unique combinations of pathway alterations including Wnt, VEGF and Notch drove distinct molecular and clinical phenotypes in different CRC subtypes. Our results provide a coherent and integrated picture of human CRC that links genomic alterations to molecular and clinical consequences, and which provides insights for the development of personalized therapeutic strategies for different CRC subtypes.

## Introduction

Colorectal cancer (CRC) is a major cause of global cancer morbidity [1]. Over the past three decades, molecular genetic studies have revealed some critical mutations underlying the pathogenesis of CRC [2]. Recently, with the development of high-throughput sequencing technologies, thousands of genetic alterations have been identified in CRC. In addition to a limited number of well-known frequently-mutated oncogenes or tumor-suppressor genes such as APC, KRAS, PIK3CA and TP53, a much larger number of genes are mutated at a low frequency [3]. It has been suggested that somatic mutations found in cancers are either “drivers” or “passengers” [3]. How to distinguish drivers from passengers among thousands of low-frequency mutations has become a major challenge in cancer research.

Because signaling pathways and networks rather than individual genes govern the course of tumorigenesis and progression [4], several studies have used expert-curated pathways to help interpret high throughput genomic alterations [3], [5], [6]. Although helpful, these methods are limited by the coverage and completeness of curated pathways [7]. Consequently, network-based approaches such as HotNet [8] and NetWalker [9] have been developed, with successful application to the identification of subnetworks that are enriched with genomic variations [6], [10].

Network-based methods have started to provide a systems level understanding of complex genomic variations. However, because existing studies usually consider all tumor samples together in contrast to normal controls, they tend to identify signaling networks common to all tumor samples and may fail to address the heterogeneity among cancer genomes.

Transcriptional subtype analysis has provided great insights into disease biology, prognosis and personalized therapeutics for different cancer types [11], [12]. Interestingly, although both transcriptional subtype and signaling network analyses have proved useful in cancer genomics research, these two approaches are usually applied in isolation in existing studies. We reason that deciphering genomic alterations based on cancer transcriptional subtypes may help reveal subtype-specific driver networks and provide insights for the development of personalized therapeutic strategies.

For CRC, the TCGA (The Cancer Genome Atlas) network recently reported a classification of three transcriptional subtypes, which were named as “MSI/CIMP”, “Invasive”, and “CIN”, respectively [13]. However, the analysis is limited by several factors. First, the subtypes were identified from a relatively small patient cohort with only 220 samples and no independent validation was performed, leaving the generality of the subtype classification unproven. Next, due to the lack of survival data with enough follow up time for the TCGA cohort, clinical relevance of the subtypes remains to be established. It is not clear by which criteria the “invasive” subtype was labeled and whether it is supported by biological and clinical data. Moreover, although it is very interesting to link global genomic features such as Microsatellite Instability (MSI), CpG island methylation phenotype (CIMP), and chromosomal instability (CIN) with transcriptional subtypes, it remains a big challenge to translate these associations into targeted therapeutics for different CRC subtypes.

In this study, we hypothesize that highly heterogeneous genomic alterations observed in CRC may converge to a limited number of distinct mechanisms that drive unique gene expression patterns in different transcriptional subtypes. First, we extended the TCGA findings by performing subtype discovery based on gene expression data from 1173 CRC tumor samples accumulated during the past decade, validated identified subtypes in an independent cohort with 485 samples, and associated each subtype with unique biology and clinical outcome. Next, we mapped somatic mutation and copy number variation (CNV) data onto an integrated signaling network and identified a driver network for each subtype. The inferred networks and associated pathways correlated perfectly with downstream transcriptional programs characteristic for each subtype, providing strong circumstantial evidence for the effectiveness of our approach and the validity of our inference. Based on the unique combinations of pathway alterations and clinical outcomes, we have proposed specific therapeutic strategies for different CRC subtypes.

## Materials and Methods

### Data Acquisition and Processing

As shown in Table S1 in File S1, gene expression data for 1173 human CRC samples were downloaded from the Gene Expression Omnibus (GEO) database to build a discovery cohort. Gene expression data for an additional 485 human CRC samples were downloaded from the GEO database, the ArrayExpress Archive and The Cancer Genome Atlas (TCGA) to create a validation cohort. For each Affymetrix gene expression dataset, the Robust MultiChip Analysis (RMA) algorithm [14] was used for data processing, including quantile normalization and log2-transformation. To make the expression level comparable across datasets, we further normalized the expression level of each probe set in each sample relative to its average expression in all the samples in the same dataset, by subtracting its average in that dataset from each of its expression measurements [15]. As shown in Figure S1 in File S2, expression level across datasets is comparable after this normalization. Then, probe set identifiers were mapped to gene symbols based on the mapping file provided by corresponding databases. Probe sets mapped to multiple genes were eliminated. When multiple probe sets were mapped to the same gene, the median was used to represent the gene expression level. For TCGA gene expression data based on Agilent 244 K Gene Expression Microarray, Level 3 gene expression data (log2 lowess normalized (cy5/cy3) collapsed by gene symbol) were downloaded and the expression values for each gene were also mean centered. 10481 gene symbols common in all datasets were selected for the subsequent analyses.

To investigate gene expression changes in CRC samples relative to normal mucosa samples, gene expression data for these 182 samples were normalized together by the RMA algorithm [14]. Then, we normalized the expression level of gene g in each sample relative to its average expression in the five normal mucosa samples, by subtracting its average in the normal samples from each of its expression measurements.

To characterize the embryonic development of colon, we conducted a time course microarray study using the inbred C57BL/6 (Jackson Laboratories, Bar Harbor, ME) mice (Gene Expression Omnibus, GSE38831). This study was carried out in strict accordance with animal care and use guidelines and approval of the Vanderbilt Institutional Animal Care and Use Committee (IACUC). Mice were monitored throughout the experiment for signs of distress during their normal life cycle, although no experimental manipulations of these mice were carried out besides breeding. If signs of distress were seen during weekly monitoring, mice were euthanized by CO2 asphyxiation followed by cervical dislocation to reduce animal suffering. Seven samples corresponding to the mouse colonic development from E13.5 to E18.5 and adult (eight week post-natal) were collected. Embryonic colon collection and RNA preparation were performed as previously described [16]. RNA samples were submitted to the Vanderbilt Functional Genomics Shared Resource (FSGR, http://array.mc.vanderbilt.edu), where RNA was purified with the use of the RNeasy kit (QIAGEN, alencia, CA) and hybridized to the Affymetrix Mouse Genome 430 2.0 GeneChip Expression Arrays (Santa Clara, CA) according to manufacturer’s instructions. The RMA algorithm was used for data normalization. Mouse gene symbols were mapped to human gene symbols by the Human and Mouse Orthology list available from the Mouse Genome Informatics (http://www.informatics.jax.org/).

CNV data and somatic mutation data for TCGA samples with matched gene expression data were downloaded from the TCGA website.

Signaling pathways curated by NCI-Nature, Cancer Cell Map, and REACTOME were downloaded from the Pathway Commons database (latest version in Jun, 2011). BioCarta signaling pathways were downloaded from the NCI Pathway Interaction Database (Jun, 2011). Integrating pathways from all the above sources resulted in a signaling network containing 3152 genes and 47,833 edges. Its largest component contained 3078 genes and 47,772 edges, which was used for the inference of the upstream driver subnetworks.

### Co-expression Network and Module Analysis

Based on the gene expression matrix with 10,481 genes and 1173 samples for the discovery cohort, we calculated the Pearson’s correlation coefficients for all the 54,920,440 gene pairs. The construction of a co-expression network requires an appropriate selection of a threshold for the pair-wise correlation coefficients. To ensure the biological relevance of the constructed network, we used a knowledge-guided method for threshold selection [17]. Specifically, we evaluated functional similarity between each pair of genes based on the Gene Ontology (GO) biological process annotation using the Resnik’s semantic similarity [18]. The average functional similarities of gene pairs at various correlation ranges were calculated and plotted (Figure S2 in File S2). Based on the plot, the absolute Pearson’s correlation coefficient of 0.45 was selected for thresholding because a sharp increase in functional similarity occurs above this threshold for both positive and negative correlations. Based on the threshold above, a gene co-expression network with 8546 genes and 508,071 edges was constructed. We used our previously published Iterative Clique Enumeration (ICE) algorithm [17] to identify relatively independent co-expression modules from the gene co-expression network (Figure 1A and Table S2 in File S1). To focus on major transcriptional programs, we required each module to have at least 20 unique genes.

**Figure 1:**
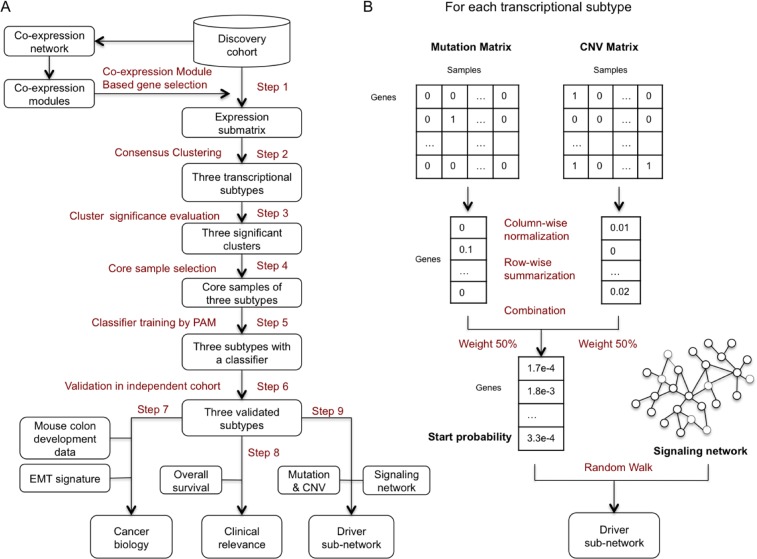
Schematic overview of methods used. (A) Study design. A detailed description of methods and data used in the study can be found in Table S2 in File S1; (B) Overview of the method used for inferring upstream driver subnetworks for individual subtypes.

### Transcriptional Subtype Identification

For subtype discovery, we performed the consensus average linkage hierarchical clustering [19], based on genes in the above identified modules and all discovery samples (Figure 1A and Table S2 in File S1). The clustering was performed with GenePattern [20], using the same parameters as [12]. For the identified subgroups of CRC, SigClust was performed to evaluate the significance of all the pair-wise combinations [21] (Figure 1A and Table S2 in File S1). To identify samples that can’t represent its subgroup well, we evaluated how well each sample lies within its subgroup. Specifically, for sample *i*, we computed *a(i)* as the average distance between *i* and all other samples from the subgroup where *i* belongs. Then, the average distance between *i* and all samples from each of the other subgroups was computed respectively, and the smallest average distance, *b(i),* was identified. Next, we calculated the silhouette width *s(i)* as defined by: *s*(*i*) = (*b*(*i*) − *a*(*i*) )/max(*a*(*i*), *b*(*i*) ) [22]. Samples with a positive silhouette value were retained as “core” samples for the corresponding subtype (Figure 1A and Table S2 in File S1). This analysis was performed using the silhouette package in R.

### Construction of Subtype Classifier and Assigning Signature Genes for Each Subtype

We used a nearest shrunken centroid classification method, Prediction Analysis of Microarrays (PAM) [23] to build classifiers for the above defined subtypes. We ran 10-fold cross-validation 100 times to evaluate the performance of classifiers with different numbers of genes. For the selected classifier, we used the following rule to assign each gene in the classifier to a subtype. First, genes significantly up regulated (one-tail Student's t-Test, *p*<0.05) in one subtype compared to all other subtypes were defined as up-regulated genes for this subtype. Next, remaining genes that were significantly down regulated in one subtype compared to all other subtypes were defined as down-regulated genes for this subtype. For each subtype, both the up-regulated genes and the down-regulated genes were considered as signature genes.

### Driver Subnetwork Identification

We employed the Netwalker algorithm [9] for driver subnetwork identification (Figure 1A and Table S2 in File S1). Given the integrated signaling network and start probabilities for each node assigned based on the genomic variation status, the algorithm used the random walk with restart technique [24] to calculate a final priority score for each node based on the steady state probabilities. We set up the start probabilities for all 3078 genes based on their somatic mutation and CNV information for each subtype separately. As shown in Figure 1B, we computed two binary matrices based on the somatic mutation data (1 for non-silent mutation, 0 for others) and the CNV data (1 for genes within gains or losses regions with ratio ≥1.2 or ≤0.8, 0 for others) for each subtype separately.

To assign higher weight to genomic alterations observed in samples with fewer total number of alterations and alterations observed in multiple samples, we performed column-wise normalization followed by row-wise summarization for each binary matrix, and thus transformed each matrix into a vector. For a subtype, let’s denote *n* as the total number of genes and *m* as the total number of samples. The somatic mutation status of gene *i* is defined as:

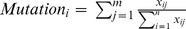
, where 

 is the value for gene *i* in sample *j* in the somatic mutation matrix. Similarly, the CNV status of gene *i* is defined as: 
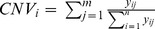
, where 

 is the value for gene *i* in sample *j* in the CNV matrix. Next, 

 and 

 for each gene were combined together with equal weight. Start probability for gene *i* (

) is thus defined as:
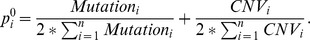

For the NetWalker algorithm, the restart probability was set to 0.5 and convergence was determined by 
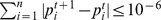
, where 

 is the probability for gene *i* at the *t*th iteration.

To assess the statistical significance of the scores for each gene, we constructed 1000 sets of randomly permuted start probabilities and generated 1000 sets of random scores. For each gene in the network, a local *p* value was estimated by comparing the real score to random scores from the same gene, and a global *p* value was estimated by comparing the real score to random scores from all genes [9]. A significant global *p* value indicates the overall significance of the node with regard to the input start probabilities, while a significant local *p* value ensures that the significance is not simply due to network topology. For each subtype, the largest connected component formed by the significant genes (local *p*<0.05 and global *p*<0.05) was reported as the driver subnetwork.

### Survival Analysis

Standard Kaplan–Meier survival curves were generated for CRC subgroups, and the survival difference between groups was statistically evaluated using the log-rank test. The univariate and multivariate Cox proportional hazard regression analyses were used to evaluate potential independent prognostic factors associated with survival. All these analyses were performed using the survival package in R.

### GO and KEGG Pathways Enrichment Analysis

GO and KEGG pathway enrichment analyses were performed using WebGestalt, in which the hypergeometric test was used for enrichment analysis and the Benjamini-Hochberg procedure was used to control the False Discovery Rate (FDR) [25].

### Network Visualization

Networks were visualized using Cytoscape [26].

## Results

### Identification of Three Transcriptional Subtypes in CRC

We used a well-established method, Consensus Clustering [19], for the reliable identification of transcriptional subtypes [12], [27]. Usually, genes with high expression variance across a sample cohort are selected to cluster the samples [28]. This gene selection method is not able to distinguish biological variance from technical variance. Because the dysregulation of a key signaling pathway usually leads to coordinated expression changes for the downstream genes, groups of genes co-expressed across a sample cohort (i.e. co-expression modules) may better reflect underlying biological variance. Therefore, we first constructed a gene co-expression network and identified 33 co-expression modules with a total of 1472 unique genes from a discovery cohort with 1173 CRC samples (Table S1 in File S1). Then, we performed consensus clustering using genes from these modules, evaluated cluster significance and identified core samples for each cluster as previously described [12].

According to the consensus matrices and the empirical cumulative distribution function (CDF) plots in Figures S3A and S3B in File S2, the clustering stability increased considerably from 2 clusters to 3 clusters whereas no obvious increase was found for more than 3 clusters, suggesting that the 1173 CRC samples could be robustly divided into three clusters. We further evaluated cluster significance using SigClust [21] and confirmed statistical significance for all three clusters (Figure S3C in File S2). Following Verhaak et al. [12], we defined the “core samples” for each subtype as those with higher similarity to their own class than to any other classes and identified 985 core samples based on their positive silhouette width [22] (Figure S3D in File S2).

Next, we used PAM to build a classifier for the above defined subtypes. The shrinkage in PAM performs automatic gene selection and can potentially make the classifier more accurate by reducing the effect of noisy genes. The smallest average cross-validation error of 0.5% was achieved using all the 1472 genes based on 100 times of 10-fold cross validation, suggesting that noisy genes might have already been removed in our co-expression module-based gene selection procedure. With relaxed error rate requirement, PAM was able to further reduce the number of genes in the classifier. For example, when the error rate increased to 9%, a classifier with 853 genes was reported. Classifiers with reduced gene numbers are usually preferred in classification tasks; however, because an important goal in this study was to understand the biology underlying different subtypes, we selected the 1472-gene classifier to facilitate downstream GO enrichment analysis.

Using the method described in Materials and Methods, we found 449 signature genes for subtype 1 (red bar in Figure 2, with 402 genes up-regulated and 47 genes down-regulated), 505 signature genes for subtype 2 (green bar in Figure 2, with 500 genes up-regulated and 5 genes down-regulated) and 512 signature genes for subtype 3 (blue bar in Figure 2, with 480 genes up-regulated and 32 genes down-regulated, Table S3 in File S3). Additionally, six genes that could not be defined as signature genes based on our criteria were labeled by the black bar in Figure 2 (at the top of the heat map).

**Figure 2:**
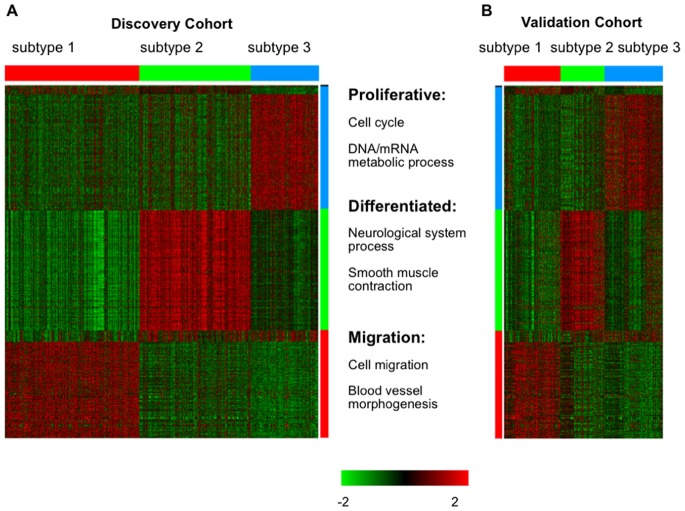
Identification and validation of three CRC subtypes based on gene expression data. (A) Using the 1472 selected genes, 985 core samples in the discovery cohort were clustered into three subtypes. For each subtype, samples and signature genes were labeled with same color (red bar for subtype 1, green bar for subtype 2 and blue bar for subtype 3). Biological processes enriched with signature genes for each subtype are shown beside the color bars; (B) Using the same ordering of signature genes and CRC subtypes as (A), the gene expression pattern for the 485 CRC samples from the validation cohort was shown.

To further test the biological relevance of the signature genes, we computed the pair-wise functional similarity for all genes in a signature based on the GO biological process annotation using the Resnik’s semantic similarity [18]. For each signature, the average pair-wise functional similarity of all signature genes was significantly higher than that of the same number of genes randomly selected from the 1472 genes (p<0.001 for subtype 1, p = 0.018 for subtype 2, and p = 0.001 for subtype 3, permutation test).

The small cross-validation error in the PAM analysis, distinctive expression patterns for each subtype as shown in Figure 2, and significant functional coherence of the signature genes for each subtype indicates that our CRC subtype classification is both accurate and well supported by distinct expression patterns of functionally related signature genes.

To compare our co-expression module-based approach for gene selection with the single gene-based method, we repeated the above clustering analysis based on the same number of genes (1472) with the largest median absolute deviation across the 1173 samples. Compared to our method, the single-gene based method generated larger average cross-validation error in the PAM analysis (2% vs 0.5%). Moreover, most of the subtype-specific signatures produced by the single-gene based method showed no significant functional coherence compared to random gene lists of the same size.

### Validation of the three CRC Subtypes in an Independent Cohort

To validate the CRC subtypes discovered above, we compiled an independent gene expression dataset with 485 CRC samples from six additional resources (Table S1 in File S1). The subtype labels of validation samples were predicted using the above constructed PAM classifier with the probabilities for individual samples provided in Table S4 in File S3. Using the same ordering of the genes and the CRC subtypes as those used in Figure 2A, gene expression for the 485 samples from the validation set was visualized in Figure 2B. A visual comparison between Figures 2A and 2B suggests that the three subtypes of CRC identified in the discovery set can be robustly rediscovered in the validation dataset.

### Direction of Gene Expression Changes

For subtype identification, we focused on the relative gene expression changes across all tumor samples. To further clarify the absolute direction of gene expression changes, we compared the expression of signature genes in each CRC subtype to their expression in normal colon mucosal samples. As shown in Figure 3A and Table S5 in File S1, in general, signature genes for subtype 1 were up-regulated in subtype 1 but down-regulated in subtype 2 and 3 compared to normal. Signature genes for subtype 2 were clearly down-regulated in subtypes 1 and 3 compared to normal, but the down-regulation was weaker in subtype 2. Signature genes for subtype 3 were up-regulated in all the CRC samples compared to normal, with the strongest up-regulation observed for subtype 3 and only moderate up-regulation observed for subtype 2. Similar trend was observed when comparing TCGA samples from the validation cohort with 22 normal samples from TCGA.

**Figure 3:**
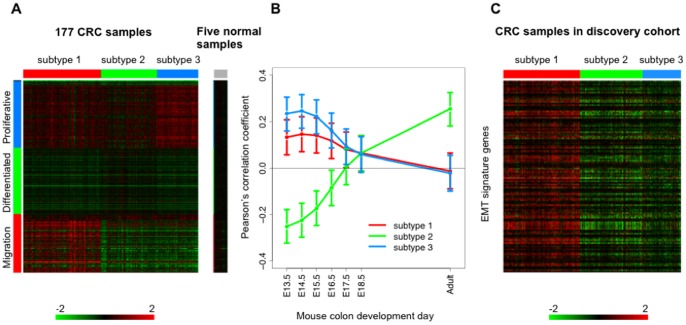
Unique cancer biology in three CRC subtypes. (A) Expression of signature genes in three CRC subtypes compared to expression in normal samples. The heat map was based on 1472 selected genes, and the gene expression dataset GSE17536 with 177 human CRC samples and five normal mucosal samples. (B) The correlation between the gene expression pattern of three CRC subtypes and the expression pattern of different stages of mouse colon development based on time related genes. The time series are indicated on the horizontal axis, while Pearson correlation coefficients are indicated on the vertical axis (Points represent Pearson correlation coefficients, bars represent 95% confidence intervals). (C) The expression of EMT signature genes in three CRC subtypes.

### Unique Cancer Biology for different CRC Subtypes

It has been suggested that CRC tumorigenesis and progression recapitulates embryonic development and epithelial mesenchymal transition (EMT) programs [29], [30]. To gain insight into the biological meaning of the three CRC subtypes, we investigated gene expression of the three subtypes within the contexts of normal colon development and EMT.

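Colon was collected from inbred C57BL/6 mice at 7 stages, the embryonic days E13.5, E14.5, E15.5, E16.5, E17.5 and E18.5 and adult at 8 weeks after birth, with 1 array per stage. RNA was hybridized to Affymetrix Mouse Genome 430 2.0 arrays, on which each transcript is measured by 1 or more sets of short oligonucleotide probes. The deposited values are log2 intensities that the authors normalized by RMA, and the submitters' processing notes name the affy package and R. Each array holds 45101 probe sets, of which 34958 name a single gene in the platform annotation, 932 name several and 9211 name none, 64 of these being control probe sets. Probe sets with several genes or none were left out, and the median over the probe sets of a gene, a rule the paper states for its tumor arrays, gave 18194 genes, 9012 of them measured by several probe sets. The median log2 value over all probe sets lay between 5.81 and 5.86 on the 7 arrays, and the mean of 18 hybridization control probe sets lay between 10.87 and 11.16. The 5′ minus 3′ difference of the Gapdh probe sets, which is more negative in shortened RNA, was −2.41 on the adult array and −1.59 to −1.29 on the 6 embryonic arrays, and that of Actb was −2.66 and −2.14 to −1.96. The values were used as deposited and were fitted in limma with a line through embryonic day for the 6 embryonic arrays and a term for the adult array, its difference from the level fitted at E18.5. No stage has a replicate, so the spread of the embryonic arrays around their line was the measure of error, with 4 residual degrees of freedom. The lone adult array was assumed to vary like the embryonic arrays, and the number of arrays limits the precision of every value.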

First, we generated a gene expression dataset (see Materials and Methods) of normal mouse colon development (E13.5–E18.5 and adult) and defined development-related genes as the top1000 genes with the largest median absolute deviation across different time points among those with a high correlation to developmental time points (absolute Spearman correlation coefficient >0.9). Based on the development-related genes, we evaluated the correlation between the expression patterns of different CRC subtypes and different developmental time points. Specifically, for each pair of CRC subtype and developmental time point, we calculated the Pearson’s correlation coefficient between the subtype centroids of the development-related genes and the expression levels of the same genes at the time point. 

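The genes that rose from E13.5 to the adult colon with the largest median absolute deviation included several of the secretory epithelium. Fcgbp, a protein of colonic mucus, had log2 values of 5.79 at E13.5, 11.79 at E18.5 and 12.86 in the adult. Clca1, also secreted by goblet cells, had 5.21, 10.67 and 11.59 at these stages, and Guca2a, which encodes guanylin, had 6.73, 12.11 and 13.15. Dmbt1 had 5.12, 11.75 and 13.11, Atp12a, which encodes the colonic proton-potassium pump, 4.76, 10.62 and 10.20, and the matrix protein gene Dpt 4.74, 10.82 and 11.67. Except for Guca2a, the E13.5 levels of these genes lay below the median gene (6.07). The gene that fell with the largest deviation was Hbb-y, an embryonic globin of early red blood cells, with 12.61 at E13.5, 4.72 at E18.5 and 4.58 in the adult. Hmga2, a chromatin protein of embryonic tissue, had 12.28, 9.92 and 6.80, and Wnt5a, a Wnt ligand of the gut mesenchyme, had 9.58, 7.76 and 6.32. Sap30, Ldb2, Meis1, Tfap2c, Rps6ka6, Flrt2 and Sinhcaf were also among the 10 falling genes with the largest deviation, and Nupr1, Ccl6, Gcg and Ms4a8a among the 10 rising ones.
Of 18194 genes, 2589 had an absolute Spearman correlation above 0.9 with the order of the 7 stages, 1183 of them rising and 1406 falling. This is 14.2% of the genes, whereas 0.675% of all orders of 7 distinct values pass that cutoff. The 1000 genes with the largest median absolute deviation comprised 560 that rose, by a median of 2.59 on the log2 scale between E13.5 and the adult, and 440 that fell by 1.87. Of the 50 largest deviations, 49 belonged to rising genes and 1 to a falling gene. Over all genes, 1660 rose and 1884 fell along the embryonic line at an adjusted p under 0.05 in limma, and these counts were 812 and 1074 without the E18.5 array, 965 and 919 without E17.5, 1023 and 1029 without E14.5, and 1147 and 856 without E13.5. With each array centred on its median, 948 genes rose and 1841 fell past the correlation cutoff. Without the E15.5 array, 3975 genes passed the cutoff. A larger share of all orders passes it with 6 arrays than with 7, so this count is not comparable with 2589. Of the 1000 genes with the largest deviation, 280 fell when the E14.5 array was left out and 285 when E13.5 was.

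**Figure D1:**
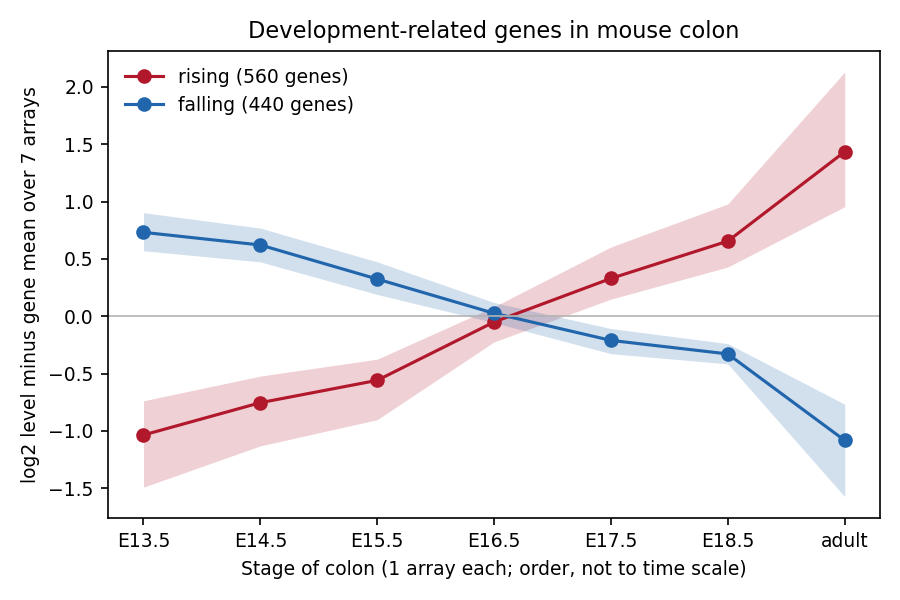
Log2 level minus each gene's mean over the 7 arrays, plotted against stage for the 560 rising and 440 falling development-related genes (points, median over genes; bands, lower to upper quartile of genes). The median of the rising genes goes from −1.04 at E13.5 to 1.43 in the adult, and that of the falling genes from 0.73 to −1.08.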

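Among embryonic neighbours, the most genes differed by at least 2-fold between E15.5 and E16.5, with 183 higher and 23 lower at E16.5, compared with 59 and 21 from E13.5 to E14.5, 17 and 56 from E14.5 to E15.5, 118 and 3 from E16.5 to E17.5, and 67 and 0 from E17.5 to E18.5. With the probe set of the highest mean in place of the median, a setting chosen after seeing the data, 136 genes differed from E13.5 to E14.5, 122 from E14.5 to E15.5 and 306 from E15.5 to E16.5. A displaced E15.5 or E16.5 array could also raise the count between these stages, and without replicates this cannot be told. Of the genes of goblet cells and mucus, 11 of 19 measured were at least 2-fold higher at E16.5 than at E15.5. So were 6 of 26 colonocyte, 5 of 21 enteroendocrine, 5 of 28 collagen and matrix and 4 of 19 mucosal defence genes. The count was 3 of 19 for pan-epithelial genes and 3 of 23 for genes of xenobiotic and mitochondrial metabolism. None in these lists was 2-fold lower. In each of the other lists at most 2 genes were 2-fold higher. Spink4 went from 9.53 to 12.49, Tff3, a trefoil peptide of mucus, from 9.51 to 12.20, and Lypd8, which is secreted by colonocytes, from 8.11 to 11.24. From E18.5 to the adult array, 788 genes were at least 2-fold higher and 698 lower, and against the level fitted at E18.5 in limma 769 were higher and 593 lower at an adjusted p under 0.05 (937 and 1004 with the highest probe set). Over all 18194 genes, E13.5 correlated with E14.5 at r = 0.993, with E18.5 at r = 0.932 and with the adult at r = 0.831, and the adult correlated with E18.5 at r = 0.935. Over the 1000 development-related genes, each centred on its mean, r was 0.946 between E13.5 and E14.5, 0.216 between E15.5 and E16.5, 0.147 between E16.5 and E17.5 and −0.898 between E13.5 and the adult. These genes were chosen on the same arrays for a change along the order of stages and are no independent evidence of how alike the stages are. The correlations run across genes, which are not independent replicates, and no test was made of them.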

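The median over the subtype 3 signature genes was highest at E13.5 and lowest in the adult mouse colon. That over the subtype 2 signature genes, each centred on its mean, stayed between −0.05 and 0.03 on the log2 scale. The subtype centroids of the tumors were not used here, and each subtype was represented by the mouse genes that share a symbol with an up-regulated signature gene of Table S3, 338 of 402 for subtype 1, 388 of 500 for subtype 2 and 410 of 480 for subtype 3. The median over the subtype 3 genes, each centred on its mean, was 0.28 at E13.5, 0.24 at E14.5 and 0.02 at E15.5 on the log2 scale. It was 0.00 at E16.5, −0.08 at E17.5, −0.10 at E18.5 and −0.31 in the adult, lower at each stage than at the one before. The largest embryonic fall was from E14.5 to E15.5, and whether the E15.5 array deviates alone cannot be told. Without that array the Spearman correlation of this median with developmental order was still −1. At an adjusted p under 0.05 in limma, 158 of these 410 genes fell along the embryonic line and 9 rose. Of the 388 subtype 2 genes 35 rose and 13 fell, and of the 338 subtype 1 genes 69 rose and 37 fell. Of the 410 subtype 3 genes, 58 were development-related, and 57 of them fell (28 without the E13.5 array and 26 without E14.5). Among them were Hells, a chromatin remodeler of dividing cells (8.94 at E13.5, 7.69 at E18.5 and 5.92 in the adult), Trip13 (8.29, 6.68 and 5.52), a mitotic checkpoint protein, and the mitotic kinase gene Ttk (8.78, 7.61 and 6.23). Ppif, of the mitochondrial permeability transition, rose from 8.64 to 9.89 and 10.01. Of the 388 subtype 2 genes, 16 were development-related, 13 rising and 3 falling. Guca2a rose, as did Pla2g10, a secreted phospholipase (5.52, 9.62 and 9.95), Hpd, an enzyme of tyrosine breakdown (6.07, 9.56 and 11.02), and Clec2d, whereas Gli3, a transcription factor of hedgehog signalling, fell (10.69, 9.66 and 6.81), as did Elovl2 and Tshz2. Of the 338 subtype 1 genes, 22 were development-related, 13 rising (26 on the embryonic arrays alone, 21 without E13.5, 21 without E14.5 and 20 without E15.5), such as Cd74, a chaperone of antigen presentation (6.48, 7.29 and 10.85), and 9 falling, such as Adam12 (8.65, 6.61 and 5.15) and the mesenchymal cadherin gene Cdh11 (11.41, 10.53 and 8.28).
Across the 7 arrays, the median of the subtype 3 genes correlated with developmental order at a Spearman rho of −1 (exact permutation p = 0.000397, two-sided, the smallest that the orders of 7 arrays allow; adjusted p = 0.00159 over 4 scores) and a Pearson r of −0.966 (exact permutation p = 0.000397, adjusted p = 0.00159). Without E13.5 and the adult, r was −0.910. For subtype 2, rho was 0.75 (exact permutation p = 0.0663, adjusted p = 0.0663) and r was 0.832 (exact permutation p = 0.0238, adjusted p = 0.0238). Without E13.5 and the adult, r for subtype 2 was 0.582, and rho was 0.657 without E13.5 alone and also without E14.5 alone. Its rho passed the test without the dimmest 25% of genes (rho = 0.964) and without E18.5 (rho = 1). It was −0.393 with each array centred on its median. The median level over all genes also rose, from 6.07 at E13.5 to 6.17 in the adult. For subtypes 1 and 2, a rise of the score cannot be told apart from this shift. The difference of subtype 3 minus subtype 2 had rho = −0.964 (exact permutation p = 0.00278, adjusted p = 0.0037) and r = −0.956 (exact permutation p = 0.000794, adjusted p = 0.00159), with r = −0.877 without E13.5 and the adult. Its rho was −0.75 and did not pass with the mean of gene-scaled values. For subtype 1, rho was 0.964 (exact permutation p = 0.00278, adjusted p = 0.0037) and r was 0.942 (exact permutation p = 0.00198, adjusted p = 0.00265), with r = 0.995 without E13.5 and the adult, but its medians stayed within −0.07 and 0.04 and the test was not passed with each array centred on its median (rho = 0.0357), without the dimmest 25% of genes (rho = 0.464), with the highest probe set or the mean of gene-scaled values (rho = 0.786 for both), or without E13.5 (rho = 0.829), E14.5 (rho = 0.657) or E15.5 (rho = 0.657). The median embryonic slope was −0.0802 per day for subtype 3, below all of 10000 random lists matched on mean expression, 0.0108 for subtype 2, at percentile 99.98 of such lists, and 0.0184 for subtype 1, above all of them. The median adult difference was −0.16 for subtype 3, below all random lists, 0.0238 for subtype 2, at percentile 4.86, and −0.0172 for subtype 1, at percentile 0.44. On this adult array the Gapdh 5′ minus 3′ difference was −2.41, against −1.59 to −1.29 on the embryonic arrays, and that of Actb −2.66, against −2.14 to −1.96. The signature genes come from co-expression modules and may move together more than the genes of random lists. The percentiles do not allow for this and are no test of the signatures. A test with an estimated correlation was made only for the 35 gene lists.

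**Figure D2:**
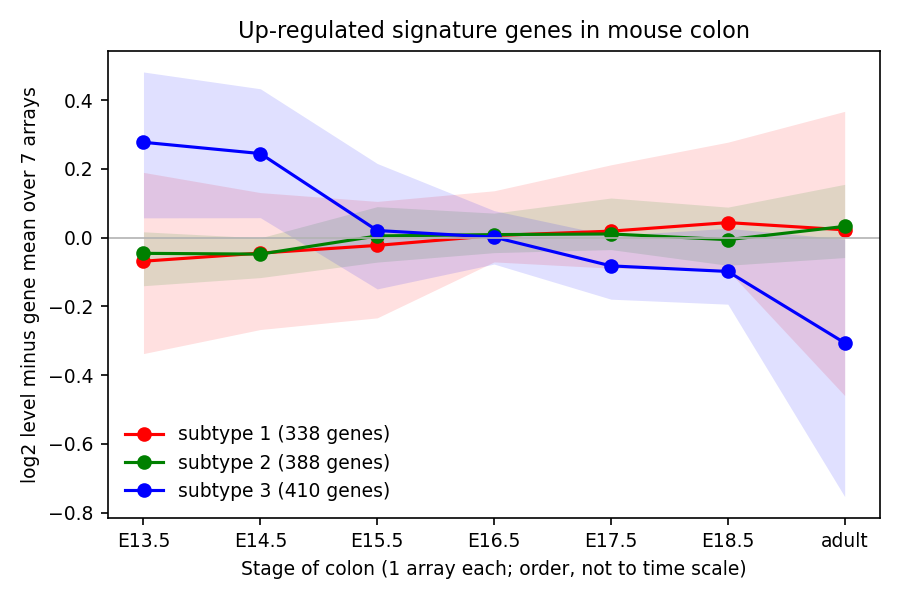
Log2 level minus each gene's mean over the 7 arrays, plotted against stage for the up-regulated signature genes of subtypes 1, 2 and 3 (points, median over genes; bands, lower to upper quartile of genes). The subtype 3 median goes from 0.28 at E13.5 to −0.31 in the adult.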

As shown in Figure 3B, gene expression patterns of subtype 3 (blue line) were more similar to that of the early stage of mouse colon development whereas gene expression pattern of subtype 2 (green line) was more similar to that of the adult colon. Consistently, GO enrichment analysis showed that the subtype 3 signature was significantly enriched with genes in proliferation-related processes such as cell cycle (FDR = 9.95×10^−24^), DNA metabolic process (FDR = 9.18×10^−12^) and mRNA metabolic process (FDR = 2.63×10^−7^) (Figure 2). It is well known that early embryonic development is characterized by rapid cell proliferation. On the other hand, the subtype 2 signature was significantly enriched with genes involved in differentiated functions required for a more mature stage of development, such as smooth muscle contraction (FDR = 7.00×10^−4^) and neurological system process (FDR = 1.56×10^−14^). These genes are repressed in undifferentiated embryonic cells [31], which was in agreement with their markedly reduced expression in 3 but not subtype 2 (Figure 3A). Taken together, these results suggest that subtype 3 tumors reactivated the early colon developmental gene expression programs, whereas the subtype 2 tumors better maintained gene expression programs in normal adult colon.

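Genes of cell division were highest in the early colon. Of 29 measured genes of mitosis and the cell cycle, 26 fell along the embryonic line at an adjusted p under 0.05 in limma, none rose and 3 did not pass (28 fell when adjusted over the list alone). Cenpe, a kinetochore motor, had log2 values of 8.00 at E13.5, 6.59 at E18.5 and 5.77 in the adult (slope −0.31 per day, standard error 0.04, adjusted p = 0.0027). Of 29 DNA replication genes, 21 fell and none rose (27 adjusted over the list alone), among them the helicase gene Mcm6 (10.04, 8.81 and 7.64; slope −0.27, standard error 0.02, adjusted p = 0.0012) and Cdc6 (7.59, 6.03 and 5.13). Of 24 mRNA processing genes, 13 fell and none rose (15 adjusted over the list alone), including Lsm3 and the splicing factor gene Sf3a3. Of 15 oncofetal and imprinted growth genes, 9 fell and none rose (9 adjusted over the list alone), and the growth factor gene Mdk went from 12.00 to 9.95 and 6.64. Against the level fitted at E18.5, 8 of the cell cycle genes, 8 of the DNA replication genes, 2 of the mRNA processing genes and 9 of the oncofetal genes were at least 2-fold lower in the adult, none was higher, and these counts were the same when adjusted over the list alone. The median adult difference was −0.73 for the cell cycle genes, below all 10000 random lists matched on mean expression. On this adult array the Gapdh 5′ minus 3′ difference was −2.41. Its median difference from E18.5 was 0.86 for adipocyte genes, 0.84 for pancreatic acinar genes and 0.54 for genes that respond to handling of tissue.
By camera in limma with a preset correlation of 0.01, the adjusted p over 35 lists was 7.28e-15 for the cell cycle, 1.2e-13 for DNA replication, 1.38e-08 for mRNA processing and 1.2e-06 for the oncofetal genes. With an estimated correlation no list passed, and these were adjusted p = 0.0848, adjusted p = 0.0848, adjusted p = 0.111 and adjusted p = 0.0848. The number of cell cycle genes that fell was 14 without the E18.5 array and 16 without E13.5, that of DNA replication genes 11 without E13.5, 11 without E17.5 and 13 without E18.5, that of mRNA processing genes 8 without E13.5, 6 without E17.5 and 6 without E18.5, and that of oncofetal genes 5 without E13.5. With the highest probe set 16 cell cycle genes were lower in the adult, and without E18.5 1 mRNA processing gene was.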

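Genes of colonocytes and goblet cells rose toward birth, as did pan-epithelial genes, and colonocyte genes were higher still in the adult colon. Of 26 measured genes of absorptive colonocytes, 19 rose along the embryonic line at an adjusted p under 0.05 in limma and none fell (20 adjusted over the list alone), and 15 were at least 2-fold higher in the adult than at E18.5 and none lower (15 adjusted over the list alone). Lypd8 rose from 5.88 at E13.5 to 12.88 at E18.5 (slope 1.53 per day, standard error 0.13, adjusted p = 0.0011). The carbonic anhydrase gene Car4 was at 5.11 and 5.20 at E13.5 and E18.5 and at 11.53 in the adult (adult difference 6.44, adjusted p = 6.2e-06). Of 19 genes of goblet cells and mucus, 18 rose, none fell and 1 did not pass (18 adjusted over the list alone), and 5 were higher in the adult and none lower (5 adjusted over the list alone). Agr2, which folds mucins, rose from 5.80 to 12.30 (slope 1.40, standard error 0.15, adjusted p = 0.0023) and was at 12.34 in the adult. Of 19 pan-epithelial genes, 14 rose and none fell (15 adjusted over the list alone; 7 rose without E13.5 and 9 without E17.5), with a median slope of 0.18 per day, above all 10000 random lists, and 3 were higher in the adult and none lower (3 adjusted over the list alone; 5 higher without E13.5, with the highest probe set or with the mean of E17.5 and E18.5 as the reference). The pan-epithelial list did not pass in camera with an estimated correlation (adjusted p = 0.0848). Of 23 smooth muscle contraction genes, 10 rose, 2 fell and 11 did not pass (11 rose and 2 fell adjusted over the list alone), with Tagln at 9.58, 11.64 and 11.56 and calponin, Cnn1, at 7.86, 9.62 and 10.43. In the adult, 4 of the smooth muscle genes were higher and 4 lower (4 and 4 adjusted over the list alone; 1 lower with the highest probe set). Of 25 enteric neuron genes, 7 rose, 1 fell and 17 did not pass (8 and 1 adjusted over the list alone; 3 rose with the slope over all 7 arrays). The neuropeptide gene Vip was at 4.80, 8.51 and 10.14 and the synaptic gene Snap25 at 5.33, 8.23 and 7.91. In the adult, 1 enteric neuron gene, Vip, was higher and 7 were lower than at E18.5 (1 and 9 adjusted over the list alone; 3 lower without E17.5 and 4 without E16.5), among them Uchl1 at 7.76, 9.14 and 6.73.
The adjusted p from camera in limma was 2.89e-12 for colonocytes, 1.92e-12 for goblet cells, 1.19e-09 for pan-epithelial genes, 0.000112 for smooth muscle and 0.00234 for enteric neurons (adjusted p = 0.112 without E13.5 and adjusted p = 0.816 with the slope over all 7 arrays). With an estimated correlation none passed, at adjusted p = 0.104 for enteric neurons and adjusted p = 0.0848 for each of the others. Without the E18.5 array, 11 of the colonocyte genes and 11 of the goblet cell genes rose. On the adult array, 6 of 13 pancreatic acinar genes and 5 of 10 adipocyte genes were also at least 2-fold higher than at E18.5 (6 and 5 adjusted over the list alone), with Cela1 at 9.96 and Adipoq at 7.45. So were 5 of 15 genes that respond to handling of tissue (5 adjusted over the list alone). The Gapdh 5′ minus 3′ difference was −2.41 on this array. Lower RNA quality therefore cannot be told apart from the stage for the adult differences. The paper draws on the higher similarity of subtype 3 to early stages and of subtype 2 to the adult in Fig. 3B. It also draws on the proliferation terms of the subtype 3 signature and the smooth muscle and neurological terms of the subtype 2 signature. It adds that the genes of those subtype 2 terms were markedly lower in subtype 3 but not in subtype 2 (Fig. 3A). From these it proposes that subtype 3 tumors have switched early colon developmental programs on again. It proposes that subtype 2 tumors better keep those of the adult colon.

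**Figure D3:**
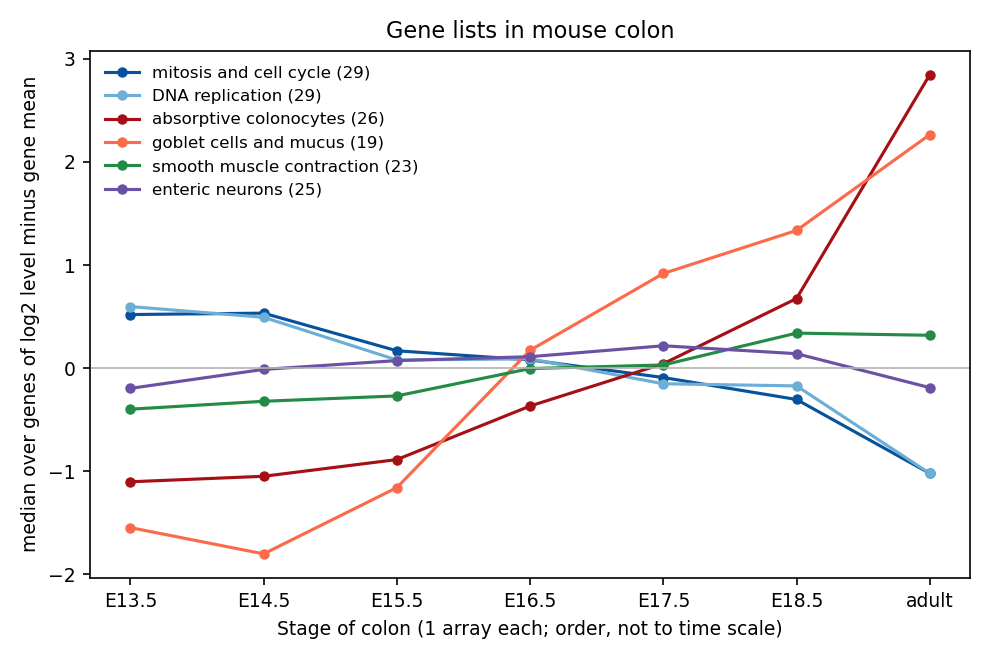
Median over the genes of 6 lists of the log2 level minus each gene's mean over the 7 arrays, plotted against stage, with the number of measured genes in parentheses. The cell cycle median goes from 0.52 at E13.5 to −1.02 in the adult and the colonocyte median from −1.10 to 2.85, whereas the enteric neuron median is −0.20 at E13.5 and −0.19 in the adult.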

Next, we examined the expression pattern of a previously published EMT signature [30] in these three subtypes. The signature was derived from a microarray dataset [30] comparing cell lines exhibiting a mesenchymal-like gene expression pattern (high levels of VIM and low levels of CDH1) vs. cell lines with an epithelial-like gene expression pattern (low levels of VIM and high levels of CDH1). 149 genes up-regulated in mesenchymal-like cell lines with a *p*-value <0.01 in *t*-test were used in our analysis. These genes had a much higher level of expression in subtype 1 tumors compared with the other two subtypes (Figure 3C). GO enrichment analysis showed that the subtype 1 signature was enriched with genes in cell migration (FDR = 2.0×10^−4^) and blood vessel morphogenesis (FDR = 7.49×10^−5^), biological processes closely related to EMT [32], [33]. Thus, the EMT program is characteristic of subtype 1. A complete list of GO terms enriched for the subtype signatures can be found in Table S6 in File S3.

### Distinct Clinical Outcomes for different CRC Subtypes

Using overall survival information available for samples from the Moffitt Cancer Center (GSE17536), the Vanderbilt Medical Center (GSE17537) and the Max Planck Institute (GSE12945), we performed a survival analysis to compare clinical outcomes for different CRC subtypes. Combining all the three datasets created a cohort with a total of 251 samples. This cohort included 161 samples from CRC stage II and III, where molecular stratification of these intermediate stage tumors could greatly facilitate treatment decision making [34].

As depicted in Figure 4, the three subtypes showed significantly different outcomes (*p* = 0.001 for all the patients and *p* = 0.002 for stage II and III patients only, log-rank tests with H_0_: hazard_subtype1 =  hazard_subtype2 =  hazard_subtype3). Subtype 1 with a highly activated EMT program had the poorest overall survival among the three subtypes (5 yr survival rate = 50%), which was in agreement with previous reports on the association between EMT and CRC patient survival [30]. On the other hand, subtype 2, which more closely maintained the normal adult colon gene expression programs, had the best overall survival (5 yr survival rate = 77%). Interestingly, overall survival for subtype 3, with highly activated early colon developmental gene expression programs, was very similar to subtype 2 before year 4, but the survival rate dropped after year 4 (5 yr survival rate = 63%).

**Figure 4:**
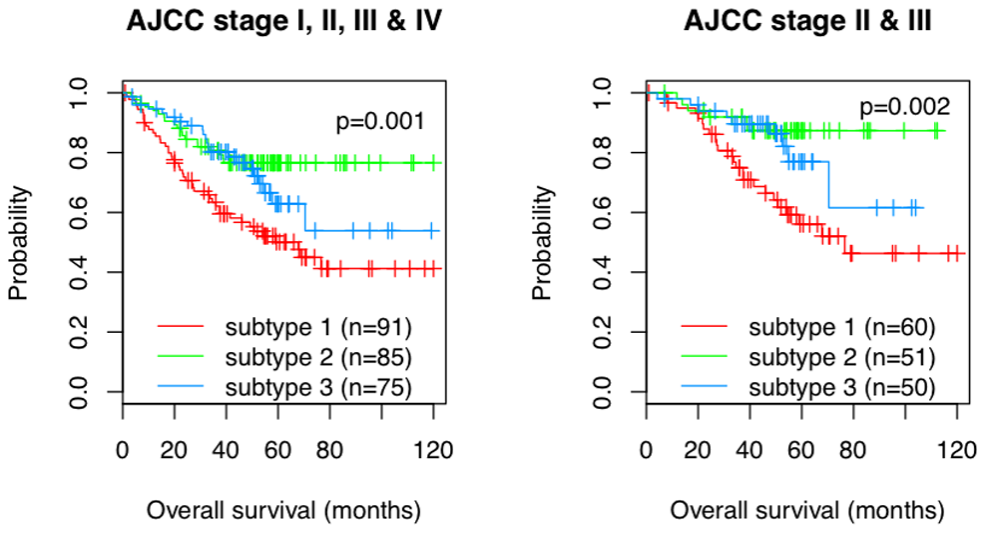
Kaplan-Meier plots of overall survival of patients from three CRC subtypes. Combining data from Moffit Cancer center, Vanderbilt Medical center and Max Planck Institute as a single cohort, we got 251 samples totally (left panel) and 161 samples from CRC stage II and III (right panel).

To evaluate the prognostic value of the subtype classification in combination with clinical variables including patient age at diagnosis, gender and AJCC stage, we performed univariate and multivariate Cox proportional hazards regression analyses based on the cohort of 251 samples (Table S7 in File S1). In the univariate analysis, both AJCC stage and the subtype classification were significantly associated with survival (p<0.05). In the multivariate analysis, the subtype classification still maintained the significance (*p* = 0.0041 for subtype 2 vs 1 and *p* = 0.036 for subtype 3 vs 1). Thus, the prognostic value of the subtype classification is independent of the AJCC stage.

### Comparison with the TCGA Subtype Classification

We compared our subtype classification with the TCGA classification [13] based on the 154 samples that were included in both studies. As shown in Table 1, we found a moderate but statistically significant overlap between two TCGA subtypes and our subtypes. Specifically, our subtype 1 and 2 showed enriched overlap with the TCGA subtypes “MSI/CIMP” and “Invasive”, respectively. We also compared our subtypes with the genomic information provided in the TCGA paper. As shown in Table 2, our subtype 1 was significantly enriched with CIMP-high and MSI-high tumors. Since MSI-high status has been linked to better overall survival, it is counterintuitive that our subtype 1 with poor overall survival was enriched with MSI-high tumors. However, we found that among the 19 MSI-high tumors in subtype 1, 12 tumors also have BRAF mutations. BRAF mutations have been were associated with worse overall survival [35], [36]. It was reported that among the MSI/BRAF-wild-type, MSI/BRAF-mutant, MSS/BRAF-wild-type and MSS/BRAF-mutant groups, MSI/BRAF-wild-type group had a significantly improved overall survival compared with all others. The remaining three groups had very similar survival outcomes [37]. After removing tumors with BRAF mutations, subtype 1 was not enriched with MSI-high tumors.

**Table 1:** Overlap between our subtypes and TCGA subtypes.

	MSI/CIMP 58 (38%)	Invasive 37 (25%)	CIN 56 (37%)	Total 151
Subtype 1	40 (59%,1.55x)**	10 (15%)	18 (26%)	68
Subtype 2	5 (16%)	14 (44%,1.76x)*	13 (41%)	32
Subtype 3	13 (25%)	13 (25%)	25 (49%)	51

Note: p values are computed by hypergeometric test and FDR (BH) was used for multiple test correction *: 0.01≤FDR<0.05; **: FDR<0.01.

**Table 2:** Overlap between our subtypes and TCGA CIMP_H, MSI and Hypermuated annotations.

	Methylation Available	CIMP_H	MSI Available	MSI_H	Mutation Available	Hyper_Mutated
Subtype 1	68 (44%)	19 (66%)*	68 (44%)	19 (68%)*	62 (44%)	18 (62%)
Subtype 2	33 (22%)	4 (14%)	33 (21%)	3 (11%)	30 (21%)	3 (10%)
Subtype 3	52 (34%)	6 (21%)	53 (34%)	6 (21%)	50 (35%)	8 (28%)
Total	153	29	154	28	142	29

Note: p values are computed by hypergeometric test and FDR (BH) was used for multiple test correction *: 0.01≤FDR<0.05.

During our manuscript preparation, two alternative CRC subtype classification schemes have been proposed and applied to the TCGA samples [38], [39]. As shown in Table S8 and Table S9 in File S1, our subtype 1 overlapped with the subtypes with poor prognosis in these classification schemes (i.e. the stem-like subtype and the CCS3 subtype), whereas our subtype 2 overlapped with the subtypes with good prognosis (i.e. the Goblet-like subtype and the CCS1 subtype). Therefore, an overall consistency was found for the three classification schemes.

A contradictory observation was that the TCGA invasive subtype showed the highest overlap with our subtype 2, which was found to have the best clinical outcome among the three subtypes (Figure 4). We further investigated the TCGA subtypes within the context of EMT and embryonic development. Although the pattern was not as clear as in our study (Figure S4 left in File S2), the EMT signature genes were relatively up-regulated in the MSI/CIMP subtype whereas down-regulated in the invasive subtype (Figure S4 right in File S2), linking the invasive subtype to potentially better clinical outcome based on previously established association between EMT and patient survival [30]. Moreover, the gene expression pattern of the invasive subtype showed the highest similarity to that of the adult colon (Figure S5, right in File S2), suggesting that the TCGA naming of this subtype is misleading.

### Inferring Upstream Driver Subnetworks for different CRC Subtypes

Based on the hypothesis that highly heterogeneous genomic alterations of CRC may converge to a limited number of distinct mechanisms that drive unique gene expression patterns in different CRC subtypes, we attempted to elucidate these distinct mechanisms by inferring upstream driver subnetworks for the unique gene expression patterns and their associated tumor physiologies in different CRC subtypes.

This analysis was based on a subset of The Cancer Genome Atlas (TCGA) samples from the validation dataset that had matched somatic mutation and CNV data (see Materials and Methods). After filtering for samples with both somatic mutation and CNV information, we identified 30 subtype 1 samples, 15 subtype 2 samples, and 22 subtype 3 samples.

To infer upstream driver subnetworks that are enriched with CNVs and/or somatic mutations, we used the Netwalker algorithm [9] as described in Materials and Methods. To set the start probability for the 3078 nodes in the signaling network for each subtype (Figure 1B), we first computed two binary matrices based on the somatic mutation data (1 for non-silent mutation, 0 for others) and the CNV data (1 for genes within gains or losses regions with ratio ≥1.2 or ≤0.8 [40], 0 for others), respectively. To assign higher weight to alterations observed in samples with fewer total number of alterations and alterations observed in multiple samples, we performed column-wise normalization followed by row-wise summarization for each binary matrix, and thus transformed each matrix into a vector (see Materials and Methods). Finally, the two vectors indicating the somatic mutation and CNV status of each gene were combined together with equal weight.

Using the genomic variation status for each gene as the start probability, we performed the Netwalker analysis and identified three driver subnetworks constituted of genes with significant priority scores (local *p*<0.05 and global *p*<0.05, see methods) for subtypes 1, 2 and 3, respectively (Figure S6 in File S2). The driver subnetwork for subtype 1 had 121 nodes and 373 edges; the one for subtype 2 had 107 nodes and 307 edges; and the one for subtype 3 had 101 nodes and 196 edges. As shown in Figure S7 in File S2, the driver subnetworks had limited number of overlapping nodes, indicating possibly distinct underlying mechanisms.

### Pathways Associated with Subtype-specific Networks

To associate these driver subnetworks with known pathways, we performed functional enrichment analysis based on the signaling pathways curated in the KEGG database (Table S10 in File S3). Consistent with our current understanding of CRC, the Wnt signaling pathway genes were enriched in all three driver subnetworks, although at different levels of significance (FDR = 1.56×10^−6^, 0.013, and 2.0×10^−4^ for subtypes 1, 2 and 3, respectively). In addition, the driver subnetwork for subtype 1 was enriched with genes in the VEGF signaling pathway (FDR = 1.0×10^−4^), and that for subtype 2 was enriched with genes in the Notch signaling pathway (FDR = 1.7×10^−3^). We further performed the Fisher’s exact test to examine the subtype-specificity of the VEGF and NOTCH pathways. The results showed that genes from the VEGF pathway were significantly over-represented in the driver subnetwork specific to subtype 1 compared to the other two subtypes (p = 0.028, Fisher’s exact test) and genes from the NOTCH pathway were significantly over-represented in the driver subnetwork specific to subtype 2 (p = 0.019, Fisher’s exact test).

Because our approach cannot distinguish activating mutations from deactivating mutations, we checked the expression change of some critical genes in the identified signaling pathways using the gene expression dataset GSE17536 with 177 CRC samples and five normal samples. We found that CTNNB1, DKK2, LEF1, LRP5, MYC and RUVBL1 were all up-regulated in all three subtypes compared to normal samples (one sided student’s t tests, *p*<0.02), suggesting an active status of the WNT signaling in all three subtypes. PIK3CA was only up-regulated in subtype 1 (one sided student’s t tests, *p* = 0.037), suggesting an active status of the VEGF signaling in subtype 1. NOTCH1 was up-regulated in all three subtypes compared to normal samples (one sided student’s t tests, *p* = 2.1×10^−4^, 4.2×10^−5^ and 2.0×10^−5^), suggesting an active status of Notch signaling in all three subtypes. However, RBPJ was only up-regulated in subtypes 1 and 3 (one sided student’s t test, *p* = 9.4×10^−6^ and 9.6×10^−4^), suggesting a relatively less-active status of Notch signaling in subtype 2 compared to the other two subtypes.

### Evaluation of Inferred Signaling Pathways

A well-recognized challenge in computational network and pathway inference is the lack of gold standard for an objective evaluation. In this study, because subtype-specific gene expression signatures and driver networks and pathways were independently identified from gene expression data and genomic data respectively, we assessed our pathway inference by checking the consistency between the inferred pathways and observed gene expression changes for each subtype. Correlating upstream genomic alterations to downstream transcriptional changes also allowed us to further assess whether the genomic alterations had resulted in pathway activation or inhibition. The c-Myc (MYC) transcription factor is a well-known downstream effector of the Wnt signaling pathway [41], whose activation induces the expression of cell proliferation genes [42]. The Wnt signaling pathway was inferred for all three subtypes. Consistently, genes involved in cell proliferation were up-regulated in all three subtypes compared to normal colon (Figure 3A), suggesting an activation of the Wnt signaling pathway in all three subtypes. As a more direct evidence, the signature genes for subtype 3 were significantly enriched with direct targets of c-Myc (*p* = 0.006, hypergeometric test), where the c-Myc target list were downloaded from the MsigDB (version 2.5). The VEGF signaling pathway was inferred specifically for subtype 1. It has been reported that alterations in the VEGF signaling pathway among Wnt-activated cells may activate the expression of genes involved in cell migration, angiogenesis, and the EMT program [32], [43], [44], [45], which was consistent with the specific up-regulation of these genes in subtype 1 (Figure 3A) and suggested an activation of the VEGF pathway in this subtype. Genes suppressed by Notch signaling, as exemplified by the transcription factor ATOH1 that promotes intestinal stem cell differentiation toward secretory lineages [46] and those involved in neurological system process (such as HTR1B, HTR6 and NLGN3), were highly repressed in subtypes 1 and 3 as compared to normal colon (Figure 3A), suggesting an active status of the Notch signaling in these subtypes. Inhibition of the Notch signaling pathway among Wnt-activated cells may lead to cell cycle exit and cell differentiation [42]. Based on the relatively higher-level expression of genes involved in differentiated functions in subtype 2 (Figure 2, Figure 3A), genomic alterations in the Notch signaling pathway may have resulted in reduced pathway activity in this subtype. These results are consistent with the above described expression changes for critical genes in the signaling pathways, and they suggested that inferred pathways correlated well with the downstream gene expression patterns for each subtype, thus providing strong evidence to support the validity of our inference.

### Pathway Landscape of Genomic Alterations in CRC

Figure 5 depicts a pathway landscape for genomic alterations in CRC, with alterations observed in different subtypes indicated by different colors (red for subtype 1, green for subtype 2 and blue for subtype 3). For genes in the landscape, the normalized values indicating their somatic mutation and CNV status in individual samples were visualized in the heat maps in Figure S8 in File S2. From these figures, it is obvious that only a few genes (e.g. APC, TP53, KRAS) were mutated in multiple samples, whereas most of the genes were mutated in only one sample. Moreover, although alterations in the Wnt signaling pathway were observed in samples from all subtypes, other pathway alterations were clearly subtype-specific. Thus, our transcriptional subtype-based network analysis approach provides an effective means for deciphering complex genomic alterations that cannot be easily interpreted at individual gene level or without subtype stratification.

**Figure 5:**
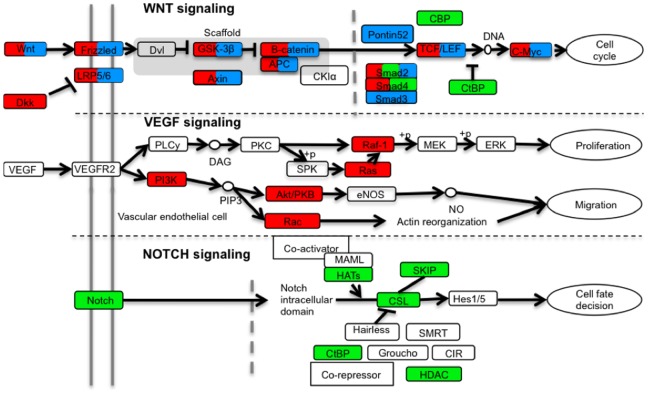
Signaling pathways enriched with upstream driver subnetworks for three CRC subtypes. Wnt, VEFG and Notch signaling pathways from KEGG were simplified. Genes with genomic alterations in subtype 1, 2 and 3 were colored with red, green and blue, separately. Genes with genomic alterations in more than one subtype were given multiple colors.

## Discussion

Rapid advancement in high-throughput sequencing technologies has shifted our focus from data acquisition to data interpretation. For cancer genomic studies, pinpointing the genomic alterations underlying tumor initiation and progression and determining their downstream functional effects are among the most critical and challenging questions. In this study, we have developed a novel transcriptional subtype-based network inference strategy for deciphering genomic alterations. Many existing studies performed pathway and/or network analysis in tumor cohorts without considering transcriptional subtype classification [6], [13]. They tend to identify signaling pathways or networks common to all tumor samples and may fail to address the heterogeneity among cancer subtypes. Some studies have associated known cancer genes or cancer related pathways with subtypes [12], [47]; however, they are limited by the coverage and completeness of known cancer genes and pathways. We inferred upstream driver signaling subnetworks for different CRC subtypes. In addition to identifying genes annotated in known cancer related pathways, these networks provide novel subtype-specific candidates for future investigation.

Both the TCGA and our studies have identified three CRC subtypes, and a moderate but statistically significant overlap between two TCGA subtypes and our subtypes was observed (Table 1). A careful comparison between the two classifications has revealed some important information that could inform future tumor subtype studies. (i) Subtype analysis can benefit from increased sample size and improved gene selection methods. In the TCGA classification, tumors in the same subtype demonstrated somewhat inconsistent expression patterns even for the discovery cohort (Supplementary Figure 2 in [13]). In contrast, consistent expression patterns were found for tumors in the same subtype for both the discovery and validation cohorts in our study (Figure 2), which may be attributed to the large sample size (1173 samples in our discovery cohort *vs* 220 samples in the TCGA study) and our module-based gene selection method. (ii) Subtype characterization requires associating the subtypes with clinical outcome and known cancer biology. The TCGA study was limited by the lack of survival data with enough follow up time for establishing clinical relevance of the subtypes and according to our analysis, the naming of the invasive subtype in the TCGA classification is misleading. (iii) Subtype analysis can be strengthened by associating the subtypes with genomic data. The TCGA study linked genomic features such as MSI/CIMP, hypermutation, and CIN with the transcriptional subtypes, and we also found statistically significant enrichment of CIMP-high tumors in our subtype 1. These are interesting findings, however, it remains unclear how these global genomic features drive downstream distinct expression patterns in different transcriptional subtypes. Our transcriptional subtype-based signaling network analysis provides a more direct means to link genomic alterations to subtype-specific gene expression changes. The TCGA paper also identified frequently altered signaling pathways in CRC, however, these alterations were not associated with transcriptional subtypes.

Table 3 summarizes our findings of driver pathways, transcriptional programs, biological processes and clinical outcomes associated with each of the three subtypes. Taken together, they provide a coherent and integrated picture of human CRC that links genomic alterations to molecular and clinical consequences. Not surprisingly, genomic alterations in the Wnt signaling pathway were common among all three subtypes, consistent with its critical role in CRC initiation. However, it is the combination of pathway alterations that drove distinct molecular and clinical phenotypes in different CRC subtypes. Activation of both Wnt and Notch in subtypes 1 and 3 may lead to increased proliferation without differentiation [42], which explains the similarity between the two subtypes in the context of proliferation and differentiation (Figure 3A, the top two blocks of genes) and the activation of early colon embryonic development programs in these subtypes (Figure 3B). For subtype 2, genomic alterations in the Notch signaling pathway may keep the pathway in a less active status and lead to cell cycle exit and cell differentiation [42]. Therefore, alterations in the Notch signaling pathway may help subtype 2 maintain a transcriptional program similar to that of normal adult colon (Figure 3B), and thus a favorable clinical outcome. On the other hand, subtype 1 distinguishes itself from the other two subtypes by the activation of the cell migration (Figure 3A, the bottom block of genes) and EMT (Figure 3C) programs, which may contribute directly to the poor clinical outcome of this subtype and can be associated with genomic alterations in the VEGF signaling pathway [32], [43], [44], [45].

**Table 3:** Distinct mechanisms driving unique cancer biology and clinical outcome in different transcriptional subtypes.

	Driver pathway			Transcriptional program	Biological theme	5yr survival rate	
	Wnt	VEGF	Notch			Stage I–IV	Stage II–III
Subtype 1	**	**		EMT	Cell Migration	50%	56%
Subtype 2	*		**	Normal adult colon	Differentiated	76%	87%
Subtype 3	**			Early colon embryonic development	Proliferative	63%	77%

Note: **: FDR<0.01; *: 0.01<FDR<0.05; EMT: epithelial mesenchymal transition.

In addition to a more comprehensive understanding of human CRC, our findings also provide guidance on possible personalized therapeutic strategies for different subtypes. The poor outcome for subtype 1 patients calls for an emphasis on the development of efficient therapeutic strategies for this subtype, and targeting the VEGF pathway or simultaneously targeting the VEGF and Notch pathways seem like rational choices. Interestingly, clinical trials on the anti-VEGF therapy for colorectal cancer patients have reached inconsistent conclusions [48], [49], [50], [51]. Our results strongly argue for the integration of patient stratification into future trials. For instance, subtype 1 patients may be more sensitive to the anti-VEGF therapy because of the highly activated VEGF signaling, whereas other patients might not benefit from this therapy. For subtype 3 patients, Notch inhibitors might prove to be helpful. Based on the higher observed 5-year survival rate for subtype 2, these patients may not benefit as much from adjuvant chemotherapy after surgery in comparison to other subtypes. Genes in the annotated pathways shown in Figure 5 may serve as candidates for targeted treatment. In addition, genes in the networks shown in Figure S6 in File S2 but not included in the annotated pathways, may serve as novel candidates for targeting.

To test the possible targeted therapeutic strategies, we also tried to identify cell line models for the subtype by applying our classifier to CRC cell lines with publicly available gene expression data. However, representative cell line models were not identified for subtype 1 with the poor overall survial, possibly due to the lack of highly expressed cell migration and blood vessel morphogenesis signatures related to EMT program in CRC cell lines. We are working on the development and use of xenograft models for this subtype.

## Supporting Information

File S1 **This file contains Tables S1, S2, S5, S7, S8 and S9.**
(DOCX) Click here for additional data file.

File S2 **This file contains all supplementary figures (S1–S8).**
(PDF) Click here for additional data file.

File S3 **This file contains Tables S3, S4, S6, and S10.**
(XLSX) Click here for additional data file.

# Supplementary material for: Deciphering Genomic Alterations in Colorectal Cancer through Transcriptional Subtype-Based Network Analysis
**Source:** PLoS One. 2013 Nov 15;8(11):e79282. doi: 10.1371/journal.pone.0079282
**Supplement:** File S1 — This file contains Tables S1, S2, S5, S7, S8 and S9.

**Supplementary Tables**

**Table S1. Resources of gene expression data**

| Data ID | Sample size | Platform | Overall Survival available |
| --- | --- | --- | --- |
|  | Discovery cohort | |  |
| GSE14333_aus | 101 | U133_Plus_2 |  |
| GSE17536 | 177 | U133_Plus_2 | Yes |
| GSE17537 | 55 | U133_Plus_2 | Yes |
| GSE2109 | 292 | U133_Plus_2 |  |
| GSE13294 | 155 | U133_Plus_2 |  |
| GSE18088 | 53 | U133_Plus_2 |  |
| GSE26682 | 176 | U133_Plus_2 |  |
| GSE26906 | 90 | U133_Plus_2 |  |
| GSE13067 | 74 | U133_plus_2 |  |
|  | Validation cohort | |  |
| GSE16125 | 36 | Human Exon 1.0 ST |  |
| GSE24551 | 160 | Human Exon 1.0 ST |  |
| GSE12945 | 62 | HU133 | Yes |
| GSE4045 | 37 | HU133 |  |
| MEXP383 | 36 | HU133 |  |
| TCGA | 154 | Agilent |  |

**Table S2. Summary of methods and datasets used in the study**

| **Steps** | **Purpose** | **Methods and software** | **Datasets** |
| --- | --- | --- | --- |
| 1 | Gene selection before clustering | A gene co-expression network was first constructed based on Pearson’s correlation and then was divided into co-expression modules based on Iterative Clique Enumeration (ICE) algorithm [[1](#_ENREF_1)]. Genes from these modules were used for consensus clustering. | The discovery cohort with 1173 CRC samples. |
| 2 | Subtype identification | Consensus average linkage hierarchical clustering performed with “GenePattern” [[2](#_ENREF_2)]. | The discovery cohort with 1173 CRC samples. |
| 3 | Cluster significance evaluation | R package “SigClust” [[3](#_ENREF_3)] was used to evaluate the significance of all the pair-wise combinations of identified clusters. | The discovery cohort with 1173 CRC samples. |
| 4 | Core sample selection | R package “silhouette” [[4](#_ENREF_4)] was used to evaluate how well each sample lies within its subgroup. Only samples that can represent its subgroup well were left as core samples. | The discovery cohort with 1173 CRC samples. |
| 5 | Classifier training | A nearest shrunken centroid classification method, Prediction Analysis of Microarrays (PAM) [[5](#_ENREF_5)] implemented in R package “pamr” was used to build a classifier for the above defined subtypes. | The discovery cohort with 1173 CRC samples. |
| 6 | Validation in independent cohort | The subtype labels of validation samples were predicted using the above constructed PAM classifier. | The validation cohort with 485 CRC samples. |
| 7 | Identifying unique cancer biology for different CRC subtypes | The gene expression of the three subtypes was investigated in the contexts of normal colon development and EMT. | Gene expression dataset of normal mouse colon development (GSE38831). A previously published EMT signature [[6](#_ENREF_6)]. |
| 8 | Comparing the clinical outcomes of different CRC subtypes | R package “survival” was used to generate Standard Kaplan–Meier survival curves, evaluate the survival difference between groups using the log-rank test and perform the univariate and multivariate Cox proportional hazard regression analyses. | Overall survival information available for samples from the Moffitt Cancer Center (GSE17536), the Vanderbilt Medical Center (GSE17537) and the Max Planck Institute (GSE12945). |
| 9 | Inferring upstream driver subnetworks for different CRC subtypes | The Netwalker algorithm [[7](#_ENREF_7)] was employed for driver subnetwork identification. | CNV data and somatic mutation data from TCGA samples. A signaling network, containing 3152 genes and 47,833 edges, was constructed by integrating signaling pathways from public databases. |

Reference:

1. Shi, Z., C.K. Derow, and B. Zhang, Co-expression module analysis reveals biological processes, genomic gain, and regulatory mechanisms associated with breast cancer progression. BMC Systems Biology, 2010. **4**: p. 74.

2. Reich, M., et al., GenePattern 2.0. Nat Genet, 2006. **38**(5): p. 500-1.

3. Liu, Y., et al., Statistical significance of clustering for high dimension low sample size data. Journal of the American Statistical Association, 2008. **103**: p. 1281-1293.

4. Rousseeuw, P.J., Silhouettes: A graphical aid to the interpretation and validation of cluster analysis. Journal of Computational and Applied Mathematics, 1987. **20**: p. 53-65.

5. Tibshirani, R., et al., Diagnosis of multiple cancer types by shrunken centroids of gene expression. Proc Natl Acad Sci U S A, 2002. **99**(10): p. 6567-72.

6. Loboda, A., et al., EMT is the dominant program in human colon cancer. BMC Med Genomics, 2011. **4**: p. 9.

7. Zhang, B., et al., Relating protein adduction to gene expression changes: a systems approach. Mol Biosyst, 2011. **7**(7): p. 2118-27.

**Table S5 Signature genes significantly up- or down-regulated in each subtype compared to the normal tissue**

|  | Subtype 1 (red) | Subtype 2 (green) | Subtype 3 (blue) |
| --- | --- | --- | --- |
| 480 genes relatively up in Subtype 3 (blue) | 318 up  43 down  119 NS | 229 up  88 down  163 NS | 418 up  12 down  50 NS |
| 500 genes relatively up in Subtype 2 (green) | 55 up  322 down  123 NS | 101 up  189 down  210 NS | 60 up  315 down  125 NS |
| 402 genes relatively up in Subtype 1 (red) | 211 up  67 down  124 NS | 68 up  230 down  104 NS | 73 up  237 down  92 NS |

NS: not significant (p > 0.05 in one-tailed student’s t-test)

**Table S7 Univariate and multivariate Cox proportional hazard regression analyses of overall survival in 251 CRC samples**

|  | Univariate | |  | Multivariate | |
| --- | --- | --- | --- | --- | --- |
|  | HR (95% CI) | p value |  | HR (95% CI) | p value |
| Age | 1.01 (0.99-1.03) | 0.33 |  | 1.02 (1.00-1.04) | 0.033 |
| Gender (M or F) | 1.05 (0.69-1.61) | 0.81 |  | 0.97 (0.62-1.52) | 0.91 |
| AJCC stage (I, II, III, IV) | 2.98 (2.26-3.93) | 1.21e-14 |  | 3.11 (2.33-4.12) | 7.55e-15 |
| Subtype (2 vs 1) | 0.40 (0.23-0.69) | 8.50e-4 |  | 0.45 (0.26-0.78) | 0.0041 |
| Subtype (3 vs 1) | 0.55 (0.33-0.92) | 0.024 |  | 0.58 (0.34-0.97) | 0.036 |

**Table S8 Overlap between our subtypes and Sadanandam, et al.’s subtypes**

|  | Enterocyte/  Goblet-like (42) | Inflammatory (42) | Stem-like (46) | TA (85) | Total |
| --- | --- | --- | --- | --- | --- |
| Subtype 1 | 8 | 31** | 38** | 21 | 98 |
| Subtype 2 | 18** | 5 | 4 | 18 | 45 |
| Subtype 3 | 16 | 6 | 4 | 46** | 72 |

Note: p values are computed by hypergeometric test and FDR (BH) was used for multiple test correction **: FDR<0.01

**Table S9 Overlap between our subtypes and De Sousa, et al. ’s subtypes**

|  | CCS1 (126) | CCS2 (34) | CCS3 (55) | Total |
| --- | --- | --- | --- | --- |
| Subtype 1 | 31 | 18 | 49** | 98 |
| Subtype 2 | 38** | 5 | 2 | 45 |
| Subtype 3 | 57** | 11 | 4 | 72 |

Note: p values are computed by hypergeometric test and FDR (BH) was used for multiple test correction **: FDR<0.01

# Supplementary material for: Deciphering Genomic Alterations in Colorectal Cancer through Transcriptional Subtype-Based Network Analysis
**Source:** PLoS One. 2013 Nov 15;8(11):e79282. doi: 10.1371/journal.pone.0079282
**Supplement:** File S2 — This file contains all supplementary figures (S1–S8).

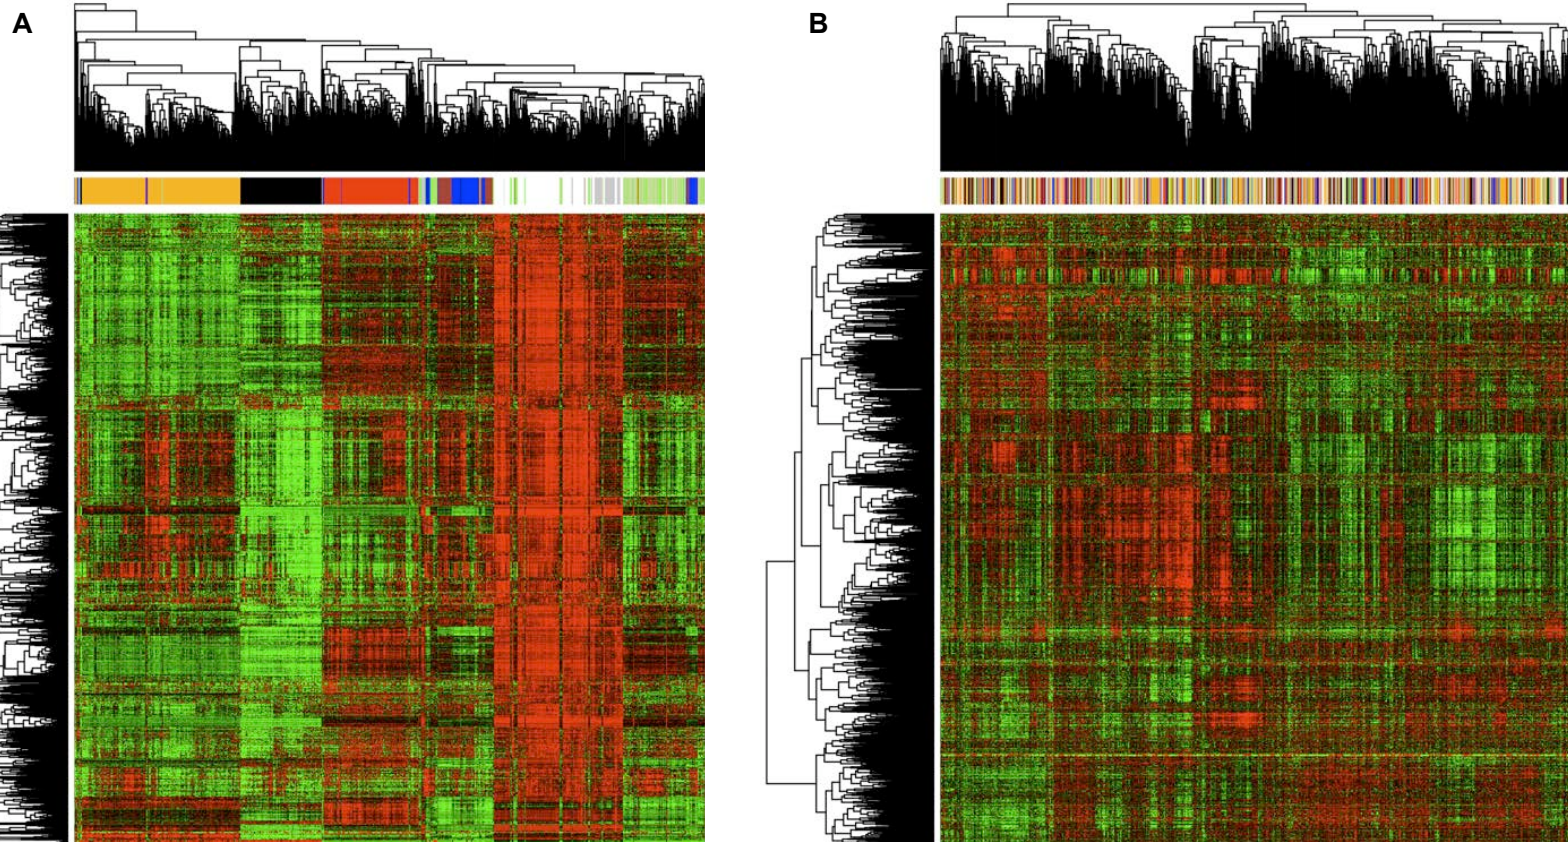

Figure S1

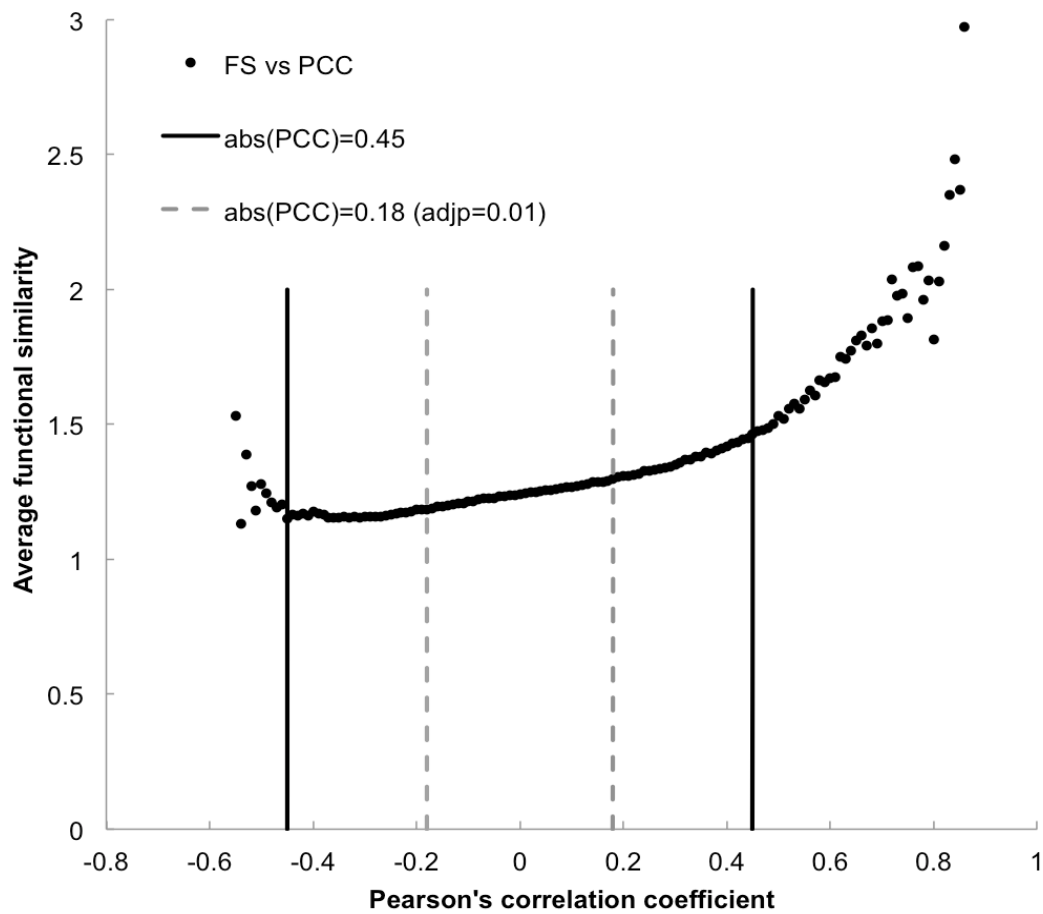

Figure S2

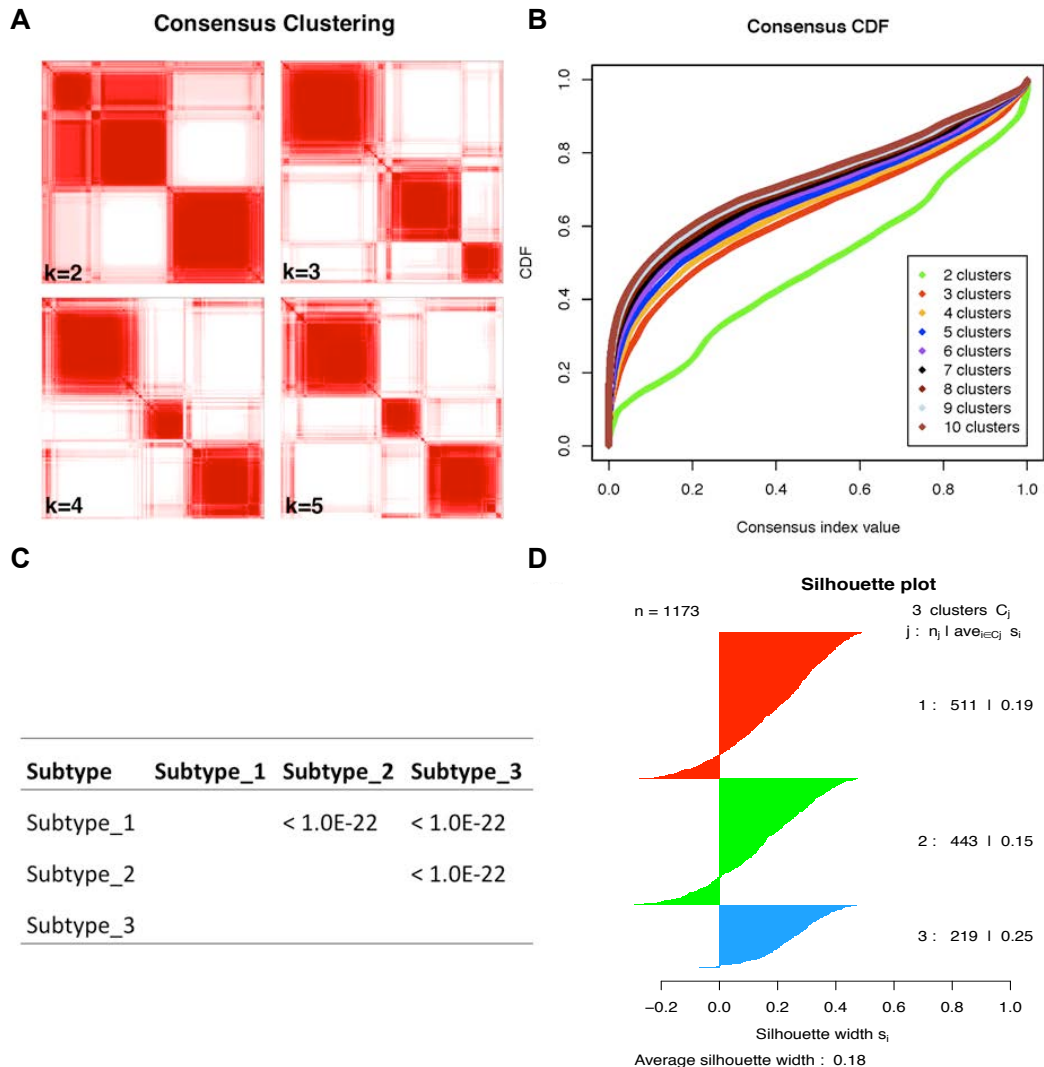

**Figure S3**

Subtype 1

Subtype 2

Subtype 3

MSI/CIMP

Invasive

CIN

EMT signature genes

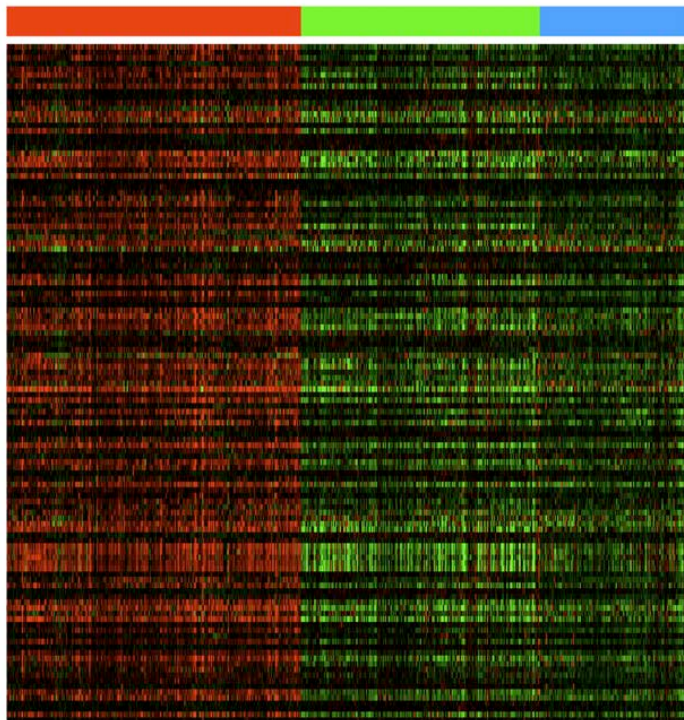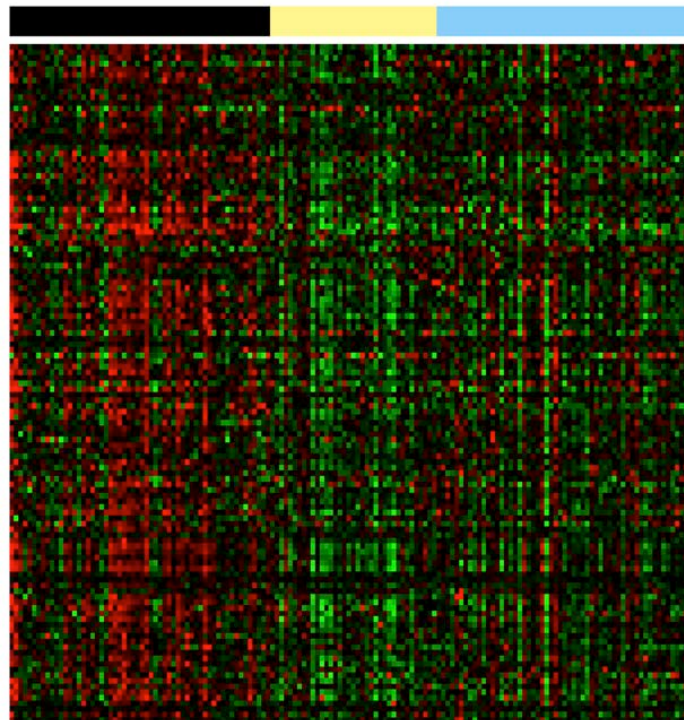

Our three subtypes

TCGA three subtypes

Figure S4

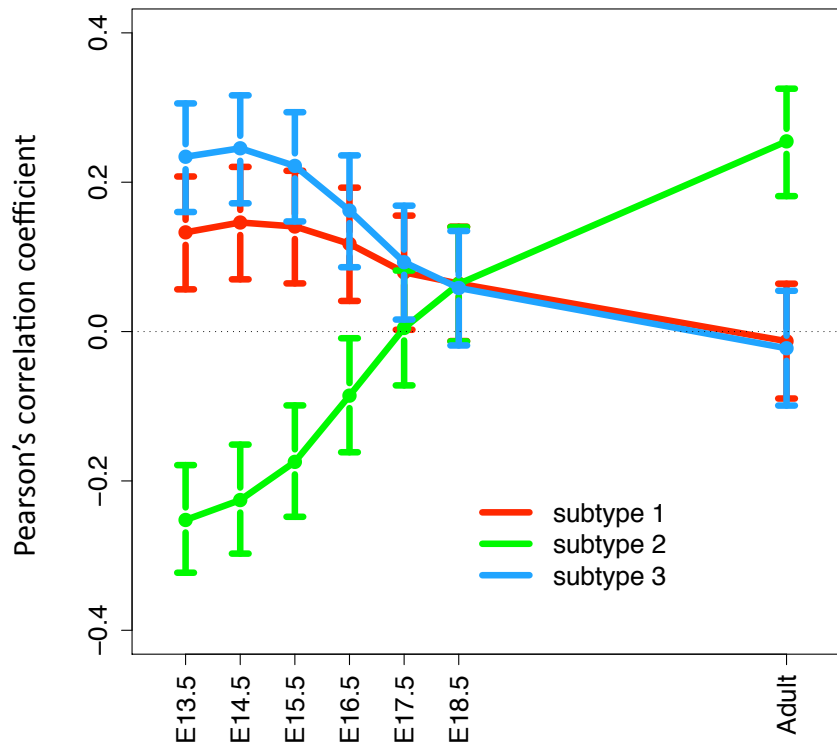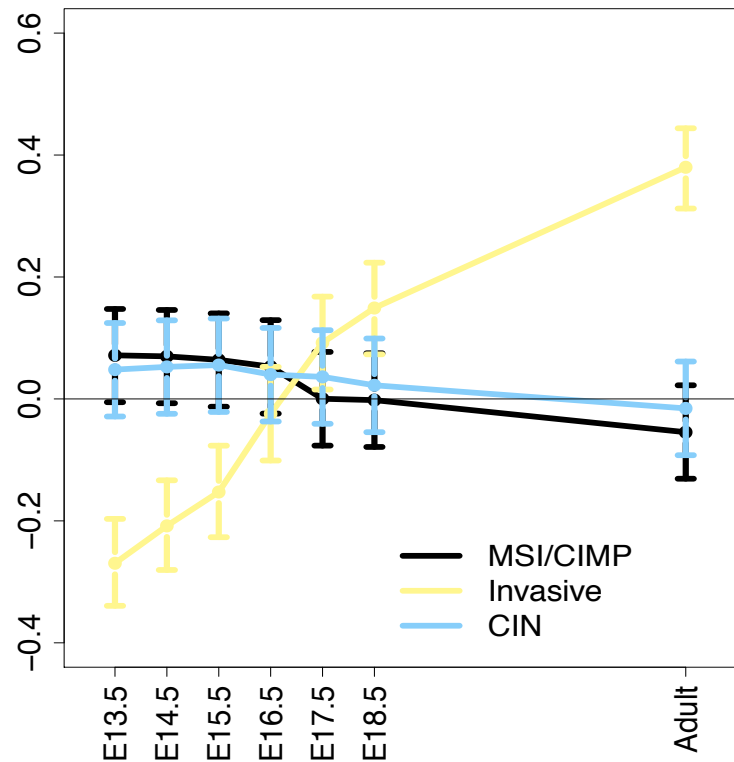

Mouse colon development day

Figure S5

**A**

Figure S6

**Figure S6**

B

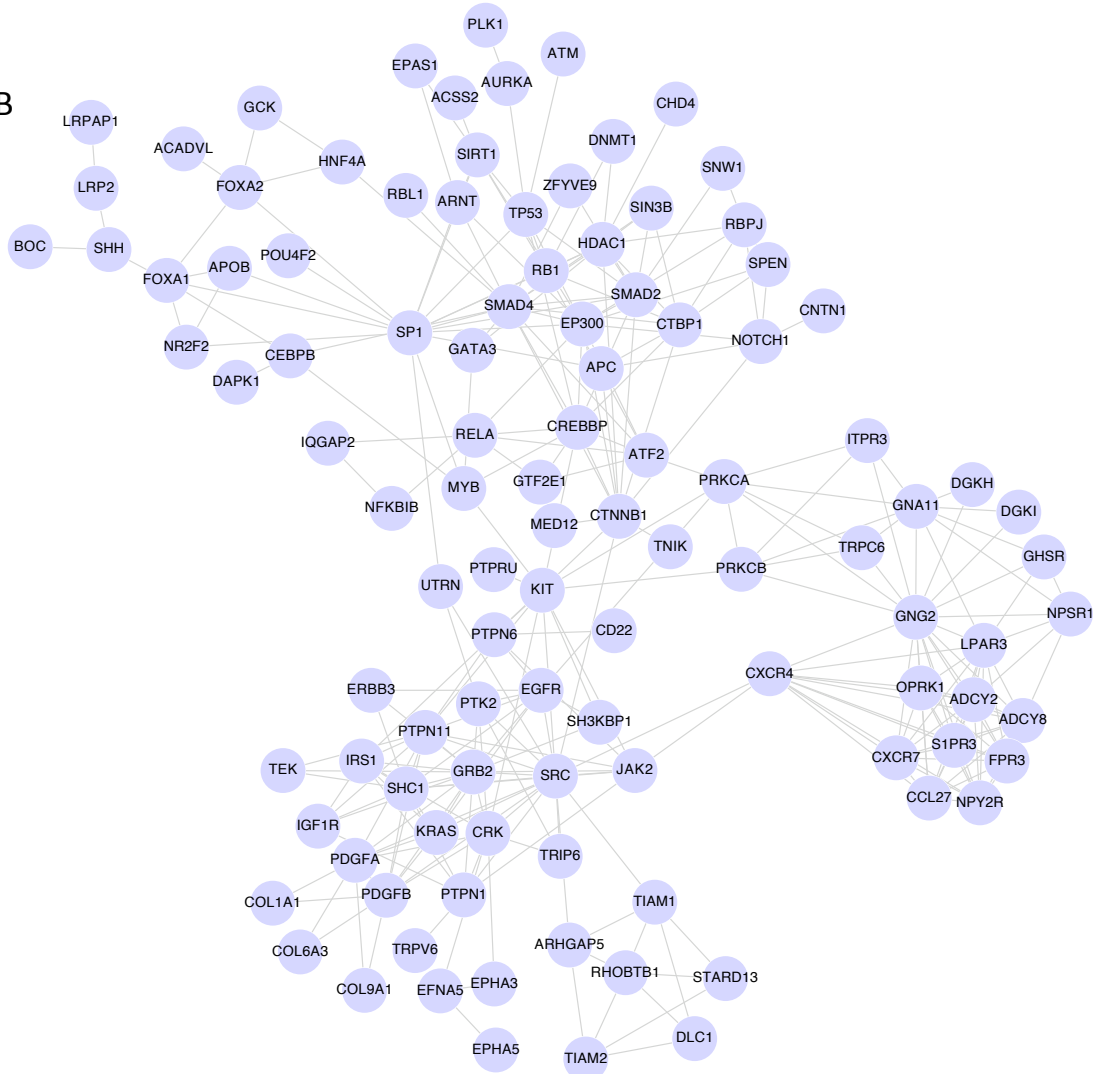

**Figure S6**

C

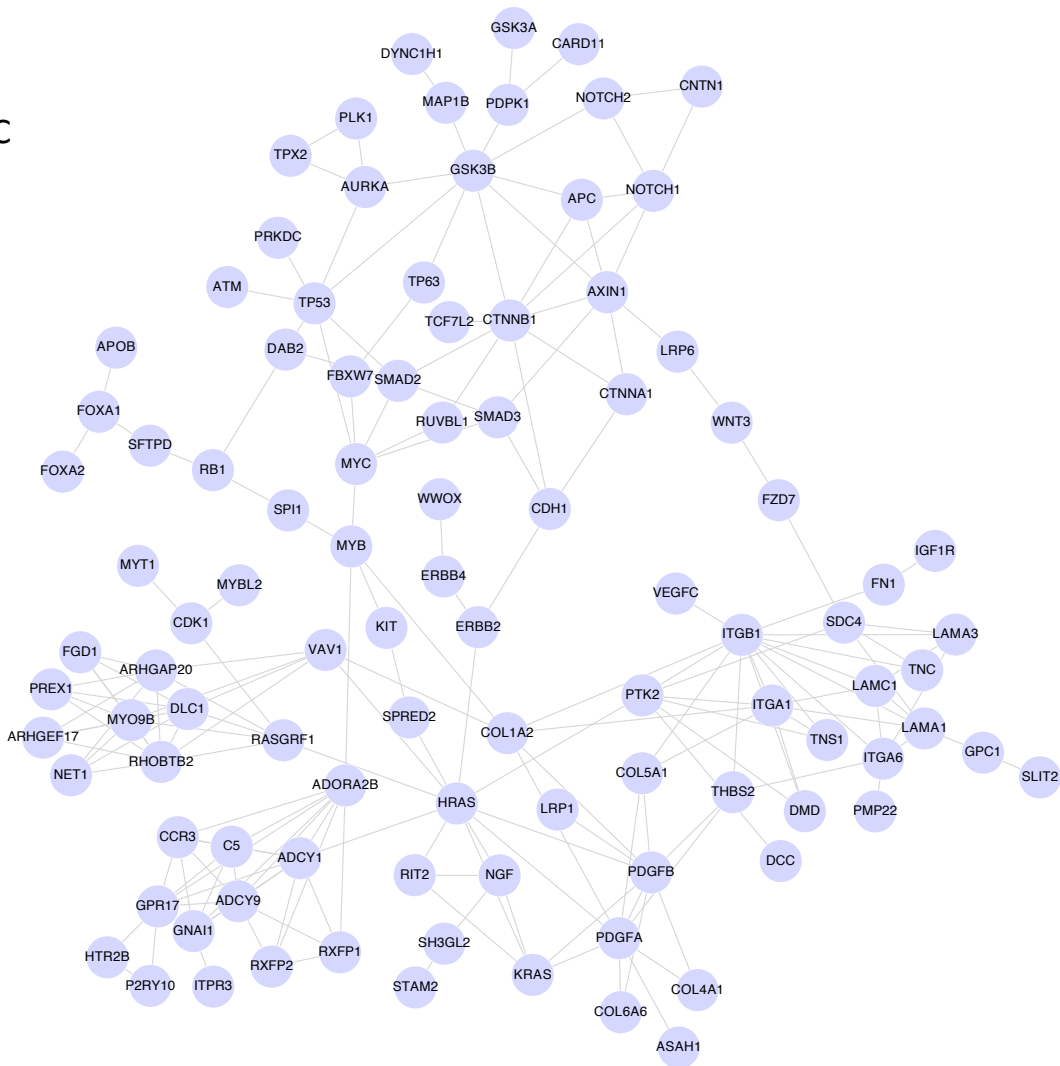

**Figure S6**

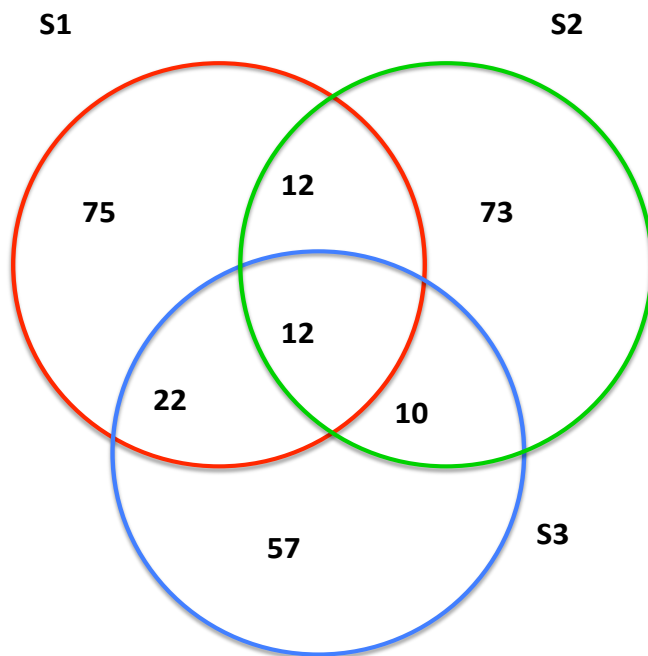

**Figure S7**

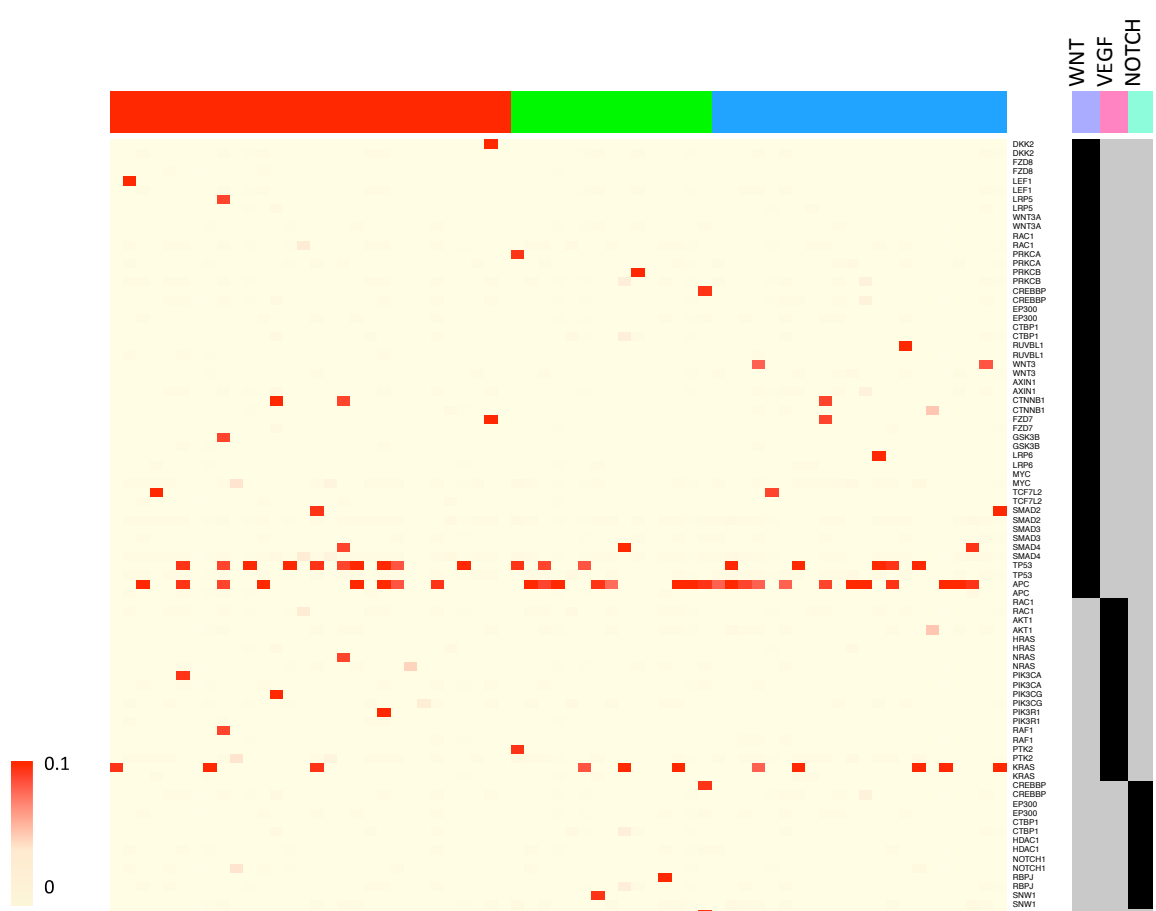

Figure S8

How the deposited data were processed for this re-analysis (not part of the article)

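Gene expression was measured in colon of C57BL/6 mice on Affymetrix Mouse Genome 430 2.0 arrays, with 1 array at each of embryonic days 13.5, 14.5, 15.5, 16.5, 17.5 and 18.5 and 1 adult array at 8 weeks after birth. The authors deposited log2 values normalized by RMA, which corrects background, makes the distributions of the arrays alike and summarizes the probes of a probe set, and the submitters' processing notes name affy 1.22.1 and R 2.9.2. RMA holds the arrays to a common distribution, so a shift shared by most genes would not show in these values. Every column of values was mapped to a stage through the sample labels, which match the stages the paper lists.

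From the deposited log2 values, each probe set was named through the platform annotation, and names were updated through the gene identifier in a table of mouse genes of GRCm38.p6, where 18033 of 18195 identifiers matched. Probe sets that name several genes (932) or none (9211) were left out, and the median over the probe sets of a gene was taken, as the paper states for its tumor arrays, for 18194 genes. No filter on dim genes was applied, since the paper states none.

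Development-related genes were defined with the paper's cutoffs but over all 18194 mouse genes, without the paper's step of mapping to human genes, as the 1000 genes with the largest median absolute deviation among those with an absolute Spearman correlation above 0.9 with developmental order. limma 3.58.1 in R 4.3.3 fitted a slope per embryonic day to the 6 embryonic arrays and the difference of the adult array from the level fitted at E18.5, with lmFit and eBayes. A slope was called at a Benjamini-Hochberg adjusted p under 0.05, and an adult difference at an adjusted p under 0.05 and at least 1 on the log2 scale. The 35 gene lists were written before the data were examined, as were the alternatives, except where said. They hold 668 genes, of which 616 were measured, and they were tested along the slope with camera at a preset correlation of 0.01 and with an estimated correlation. The median of each list was also set against 10000 random lists of the same size drawn from 20 bins of mean expression. Genes of a list may move together more than genes of random lists, and the percentiles do not allow for this.

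The signature genes were read from Table S3, whose alphabetical blocks have the sizes the paper gives for up-regulated and down-regulated genes. Mouse genes were matched to them by the same symbol regardless of case, in place of the orthology list named in the paper, which was not used here. This matched 1204 of 1466 genes (82.1%). For each array the median over the up-regulated genes of a signature, each centred on its mean over the arrays, was correlated with developmental order, with exact permutation tests over 5040 orders, two-sided, and Benjamini-Hochberg adjustment over 4 scores. Genes are not replicates, so no p-value was computed across genes for counts of signature genes.

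Genes named in the text were chosen by a rule set before the data were examined: the 10 rising and 10 falling development-related genes with the largest median absolute deviation, the 10 with the largest slope and the 10 with the largest adult difference in each direction among those that pass, the 4 members of each list with the largest slope and the 4 with the largest adult difference, the 5 members of each signature with the largest change in each direction among the development-related genes, and genes the paper names. Symbols of clones and of gene models without a standard name were left out of the named genes but not of the counts.

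On simulated arrays with the levels and spread of the 18194 genes, the limma fit called 62% of 50 genes with a slope of 0.2 per day and 94% of 50 with 0.5, with 1 call among unchanged genes, and 72% of 50 adult differences of 1.5 and 98% of 50 of 3. The Spearman step was run on simulated values for 18194 genes, where 0.665% of unchanged genes passed the cutoff, against 0.675% of all orders. This checks the calculation only. It cannot tell how many genes would pass by chance on real arrays, where genes move together. Alternatives tried were the probe set with the highest mean, leaving out the dimmest 25% of genes, centring each array on its median, eBayes with trend and robust settings, a slope over the order of all 7 arrays, the mean of E17.5 and E18.5 as the reference of the adult, leaving out each embryonic array, the 6 embryonic arrays alone, perfect rank order, the standard deviation in place of the median absolute deviation, other choices of signature genes and scores, and an estimated correlation in camera. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The subtype centroids of the tumors, and all tumor data, were not analysed here, so the correlations of Fig. 3B were not recomputed.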

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

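The tests of technical explanations were chosen after the result was seen, except for the small intestine genes and the reorderings of the arrays, which were written before. Values for gene lists are medians over their members, set against 10000 random lists matched on mean expression. The random lists do not allow for genes of a list that move together.

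Genes of absorption that are best known from the small intestine rose before birth and were partly lower in the adult colon. Of 22 such genes, 13 rose along the embryonic line in limma none fell and 9 did not pass (16 rose adjusted over the list alone; 6 without E18.5, 8 without E17.5 and 8 with the slope over all 7 arrays; camera adjusted p = 1.19e-09, and adjusted p = 0.0848 with an estimated correlation), and 6 were at least 2-fold lower in the adult and 1 higher (8 and 1 adjusted over the list alone), with Cubn at 6.38, 10.11 and 6.79 at E13.5, E18.5 and in the adult. The median adult difference of all 22 was −0.0824, at percentile 9.78 of random lists, and fewer epithelial cells in the adult sample, which would lower the pan-epithelial genes too, are argued against by their median of 0.26 (lower to upper quartile 0.11 to 0.84). Small intestine tissue in the E17.5 and E18.5 samples stays open. The 5 small intestine identity genes, listed before this test, changed by a median of 0.089 from E13.5 to E15.5 to E17.5 and E18.5. But 4 of them (Gata4, Pdx1, Onecut2 and Slc10a2) lay below the median gene on every embryonic array, where a small share of tissue would not show. Fabp6, at 5.41 at E13.5 and 9.79 at E18.5, was also at 8.53 in the adult colon. None of 4 colon identity genes was lower at E17.5 and E18.5 than at E13.5 to E15.5 (Hoxb13 was higher by 1.79, Hoxd12 by 0.21, Hoxa13 by 0.0383 and Hoxd13 by 0.0254). Hoxa13 also lay below the median gene on every embryonic array. A small share of small intestine would hardly lower colon genes, so these 4 cannot decide the question. Lower RNA quality of the adult sample cannot be told apart from the stage, since the Gapdh 5′ minus 3′ difference was −2.41 on the only adult array. The difference in age between fetal and adult colon stays open too, as untested.

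Between E15.5 and E16.5 more genes changed by at least 2-fold (206) than between other embryonic neighbours. A difference in hybridization or RNA quality that parts the early from the late arrays is argued against, since E16.5 to E18.5 and E13.5 to E15.5 overlapped in the mean of the control probe sets (difference −0.0705), in the Gapdh 5′ minus 3′ difference (0.0948) and in that of Actb. The control mean fell from 11.16 at E15.5, the highest of the 7 arrays, to 10.87 at E16.5, the lowest. The E13.5 array was close to E16.5 in the control mean (10.92), Gapdh (−1.48 and −1.44) and Actb (−2.04 and −2.02). At E13.5 the 206 genes differed from E16.5 by a median of 1.14 times their change from E15.5 (lower to upper quartile 0.82 to 1.55). This cannot decide whether such a difference between the E15.5 and E16.5 arrays added to the count. The genes were chosen on that change, and a steady change since E13.5 with a displaced E15.5 array would give a similar ratio. Whether the E15.5 array deviates alone cannot be told. The change of these genes from E14.5 to E16.5 was a median of 0.994 of that from E15.5. A step would give this, but so would a steady change with a displaced E15.5 array. Without E15.5, 2076 genes rose and 2523 fell along the embryonic line in limma, against 1660 and 1884 with it. Leaving out any other embryonic array lowered both counts. As to an E16.5 array that deviates alone, the change of these genes from E15.5 to E17.5 was a median of 1.32 of that to E16.5. The change to E18.5 was 1.54 of it. Their levels did not return after E16.5, but a steady change with a displaced E16.5 array stays open. A developmental step at this stage remains a hypothesis, found and tested on the same arrays. Without a replicate, a difference in how the litters were staged was not tested.

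Part of the genes of cell division were lower in the adult than at E18.5. In limma, 8 of 29 cell cycle genes were at least 2-fold lower, none was higher and 21 did not pass. The DNA replication list gave the same counts. The median adult difference of the cell cycle list was −0.73. Fewer epithelial cells in the adult are argued against by the pan-epithelial median of 0.26. A smaller share of mesenchyme in the adult was not tested and stays open. The median adult difference was −0.94 for collagen and matrix genes and −0.59 for EMT transcription factors and mesenchymal markers. It was −0.24 for genes of hedgehog signalling and gut mesenchyme, but 0.18 for smooth muscle genes. Lower RNA quality of the adult sample cannot be told apart from the stage, since the Gapdh 5′ minus 3′ difference was −2.41 on the only adult array. On the embryonic arrays, where it lay between −1.59 and −1.29, the median level of the cell cycle genes went from 8.34 at E13.5 to 7.34 at E18.5. On the adult array the median difference was 0.86 for adipocyte genes, 0.84 for pancreatic acinar genes and 0.54 for genes that respond to handling. Whether these bear on the genes of cell division was not tested. The difference in age stays open too, as untested.

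Over all 18194 genes, 88 rose before birth and were then at least 2-fold lower in the adult, among them Mamdc4, Fabp7 and Folr1. The adult values in this paragraph rest on the only adult array, whose Gapdh 5′ minus 3′ difference was −2.41. Lower RNA quality cannot be told apart from the stage for them. Enteric neuron genes stood apart in opposite directions, with a median slope of 0.0733 per day, above all random lists, and a median adult difference of −0.59, below all of them, but their slope did not pass in camera with an estimated correlation (adjusted p = 0.104), without E13.5 (adjusted p = 0.112) or with the slope over all 7 arrays (adjusted p = 0.816). Collagen and matrix genes had a median slope of 0.18 per day (adjusted p = 0.239 with an estimated correlation and adjusted p = 0.197 with the slope over all 7 arrays) and a median adult difference of −0.94, with 15 of 28 rising and 1 falling before birth (17 and 2 adjusted over the list alone; 2 rising with the slope over all 7 arrays) and 12 lower in the adult and none higher (13 lower adjusted over the list alone). The liver list, which holds secreted proteins that gut epithelium also makes, had a median slope of 0.11 (adjusted p = 0.0848 with an estimated correlation) and a median adult difference of −0.34, with Serpina1b at 8.30, 10.15 and 4.53, whose slope did not pass when E13.5, E14.5, E16.5, E17.5 or E18.5 was left out. In the adult, the median difference was 0.86 for adipocyte genes, 0.84 for pancreatic acinar genes and 0.54 for genes that respond to handling of tissue, all above the 10000 random lists, with Adipoq at 4.41 at E18.5 and 7.45 in the adult, Cela1 at 6.26 and 9.96, and Fos at 7.49 and 10.56.

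Chance order of the arrays can be excluded for the count past the correlation cutoff. No other of 100 orders of the 7 arrays, the real one included as 1, gave as many genes past it (2589 in the real order, at most 866 in another). For slopes in limma, 100 orders of the 6 embryonic arrays gave 3544 calls in the real order and at most 0 in another. A change along the real order adds to the spread around the line in another order. These orders therefore cannot tell how many slope calls chance would give.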

How the results depend on the processing

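No paired analysis was possible because each stage has 1 array. The comparison of neighbouring stages under other settings was added after the data were seen, and all other alternatives were planned. Dim genes near background show little change on arrays, and without the dimmest 25% of genes 2440 passed the correlation cutoff.

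The correlation of the subtype 3 genes with developmental order kept its sign and passed under all 14 alternatives, of which that over the development-related genes alone is no test, since these were chosen for a correlation with that order. For subtype 1, rho did not pass with the highest probe set or the mean of gene-scaled values (0.786 each), without the dimmest 25% (0.464) or with centred arrays (0.0357), and ranged from 0.657 to 0.943 without 1 embryonic array. For subtype 2, rho was −0.393 with centred arrays, passed without the dimmest 25% (0.964), was 1 over the development-related genes by that choice, and ranged from 0.657 to 1 without 1 embryonic array. Subtype 3 minus subtype 2 did not pass with the mean of gene-scaled values (−0.75).

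The number of genes past the correlation cutoff was 727 with perfect rank order and 2888 to 3975 without 1 embryonic array, the highest without E15.5. The falling share of the development-related genes, 44%, was 40.3% with the highest probe set, 51.4% with centred arrays, 39.7% with the embryonic arrays alone, 47.5% with perfect rank order, 40.7% with the standard deviation, and 28% to 50.6% without 1 embryonic array. Rising genes along the embryonic line numbered 812 to 2076 and falling genes 856 to 2523 without 1 embryonic array, and in the adult 769 genes were higher and 593 lower, but 937 and 1004 with the highest probe set. With an estimated correlation 0 lists rose and 0 fell. With the highest probe set, 136 genes changed by 2-fold from E13.5 to E14.5 and 122 from E14.5 to E15.5. With the slope over all 7 arrays, the sign turned for Fabp7 (−0.14), Folr1 (−0.0790), Serpina1b (−0.23), Stmn2 (−0.00306) and Uchl1 (−0.0288), which are lower in the adult, and the adult difference of Gmps was 0.0513 with the highest probe set. The causes of the other changes were not tested. Of 3083 comparisons of named slopes under alternatives, 243 lost the call, 66 gained it and 5 more, named above, lost it with a turned sign. The other 2769 stayed on the same side of the threshold. This count does not tell whether slopes that passed in neither setting kept their sign.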

Differences from the paper's values

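All values that the paper states for a measure computed here, the sizes of the signatures in Table S3, match.

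The paper states that the subtype 2 pattern was more similar to the adult colon. The median of the subtype 2 signature genes, a measure other than the correlation in Fig. 3B, rose with developmental order at rho = 0.75 (adjusted p = 0.0663 by exact permutation), which did not pass, and at a Pearson r of 0.832 (adjusted p = 0.0238 by exact permutation), which passed in the direction the paper states, with r = 0.582 without E13.5 and the adult. Settings planned before the data were examined under which rho passed are leaving out the dimmest 25% of genes (rho = 0.964) and leaving out E18.5 (rho = 1), and rho was −0.393 with each array centred on its median. The subtype 2 median stayed between −0.05 and 0.03, while the median level over all genes rose from 6.07 at E13.5 to 6.17 in the adult. A rise of the subtype 2 median therefore cannot be told apart from a shift shared by many genes. Over the 16 development-related genes rho was 1, which is no evidence for either side, since these genes were chosen for a correlation with that order.

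The paper places neurological processes among functions of a more mature stage. The adult counts set beside this rest on the only adult array, where the Gapdh 5′ minus 3′ difference was −2.41. Lower RNA quality cannot be told apart from the stage there. On that array the median adult difference was 0.86 for adipocyte genes, 0.84 for pancreatic acinar genes and 0.54 for genes that respond to handling. Of 25 enteric neuron genes, a list other than the paper's, 7 rose and 1 fell before birth in limma, but 7 were lower and 1 higher in the adult than at E18.5. These counts are unstable, with 3 lower in the adult without E17.5 and 4 without E16.5, and 3 rising with the slope over all 7 arrays. Of 23 smooth muscle genes, named in the same statement, 10 rose and 2 fell before birth, and 4 were higher and 4 lower in the adult (1 lower with the highest probe set).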

Other observations

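Part of the genes of B cells, macrophages, mucosal defence and xenobiotic metabolism were higher on the adult array than at E18.5, and some also rose before birth. Of 16 genes of T cells and NK cells, 1, Cd3e (5.19 and 6.36), was higher in the adult, none was lower and 15 did not pass. On the same adult array, 6 of 13 pancreatic acinar genes, 5 of 10 adipocyte genes and 5 of 15 genes that respond to handling of tissue were also higher, and the Gapdh 5′ minus 3′ difference was −2.41. The immunoglobulin genes Igha and Jchain, made by plasma cells of the mucosa, were at 5.73 and 4.04 at E18.5 and at 12.96 and 10.89 in the adult. Of 15 genes of B cells and plasma cells, 4 were at least 2-fold higher in the adult than at E18.5 in limma and none lower (4 adjusted over the list alone), and none passed along the embryonic line, where an unadjusted p under 0.05 was reached by 5698 of all 18194 genes. Of 21 genes of macrophages and antigen presentation, 11 were higher in the adult and none lower (12 adjusted over the list alone), with H2-Aa at 4.81 and 7.97, and 3 rose before birth (7 adjusted over the list alone; 6 without E15.5 and 8 with the highest probe set). Of 19 mucosal defence genes, 7 were higher and none lower (8 adjusted over the list alone), with Reg3g, an antimicrobial lectin, at 4.79 and 9.88 and the immunoglobulin transporter gene Pigr at 6.01 and 10.69, and 4 rose before birth (6 adjusted over the list alone; 2 without E17.5), among them Reg3b, at 4.70 at E15.5, 8.46 at E16.5 and 10.33 at E18.5. Of 23 genes of xenobiotic and mitochondrial metabolism, 12 were higher and none lower (12 adjusted over the list alone), with Cyp2c55 at 6.99 and 12.16, and 8 rose before birth (10 adjusted over the list alone; 5 without E14.5, 4 without E17.5 and 3 without E18.5). Along the embryonic line, the adjusted p from camera in limma was 0.000391 for the macrophage list, 0.00245 for mucosal defence and 4.95e-05 for xenobiotic and mitochondrial metabolism. With an estimated correlation none passed, at adjusted p = 0.0848, adjusted p = 0.111 and adjusted p = 0.0848.

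Sox11, a transcription factor of embryonic tissue, was at 10.11 at E18.5 and 4.83 in the adult, and Fbn2, a fibrillin of embryonic matrix, at 10.70 and 5.94. Enteroendocrine genes rose before birth in 9 of 21 cases and fell in none (13 adjusted over the list alone; 5 without E14.5, 4 without E17.5 and 5 without E18.5; camera adjusted p = 1.84e-05, and adjusted p = 0.166 with an estimated correlation), with Insl5 at 4.78, 10.22 and 9.79 at E13.5, E18.5 and in the adult. Of 14 EMT transcription factors and mesenchymal markers, 3 fell and 1 rose before birth (6 and 1 adjusted over the list alone; 5 fell without E15.5; camera adjusted p = 0.0143, and adjusted p = 0.166 with an estimated correlation) and 5 were lower and 1 higher in the adult (5 and 1 adjusted over the list alone), while Vim was at 12.14, 12.17 and 12.07 and Cdh1 at 10.69, 11.57 and 11.82. Of the genes named in the paper, 17 were measured, and only 4 that it names in its network analysis are given here. Myc fell before birth (slope −0.17 per day, adjusted p = 0.0167 in limma; 0.119 without E13.5, 0.0529 without E14.5 and 0.118 without E18.5), Atoh1 rose (slope 0.48, adjusted p = 0.00819) and Ctnnb1 (slope −0.11, adjusted p = 0.23; 0.0307 without E15.5) and Apc (slope −0.09, adjusted p = 0.193) did not pass.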
